# Folic Acid Supplementation Promotes Hypomethylation in Both the Inflamed Colonic Mucosa and Colitis-Associated Dysplasia

**DOI:** 10.3390/cancers15112949

**Published:** 2023-05-27

**Authors:** Wen-Chi L. Chang, Jayashri Ghosh, Harry S. Cooper, Lisa Vanderveer, Bryant Schultz, Yan Zhou, Kristen N. Harvey, Esther Kaunga, Karthik Devarajan, Yuesheng Li, Jaroslav Jelinek, Mariana F. Fragoso, Carmen Sapienza, Margie L. Clapper

**Keywords:** folic acid, colitis, methylation, colon, tumorigenesis

## Abstract

**Simple Summary:**

Ulcerative colitis, a form of inflammatory bowel disease, is a major risk factor for developing colorectal cancer. Patients with ulcerative colitis often present with low serum folate levels due to the adverse effect of maintenance therapies and/or intestinal malabsorption and require folic acid supplementation. While folic acid supplementation confers protection against sporadic colorectal cancer when given prior to colon tumor formation, it can promote cancer formation when administered to mice with early colonic lesions. Few studies have focused on the impact of folic acid on colorectal cancer risk in patients with ulcerative colitis. In this study, folic acid supplementation created a hypomethylated field within the inflamed non-neoplastic colonic mucosa of mice with colitis and promoted the formation of colitis-associated tumors. These data suggest that caution should be taken when recommending folic acid supplements to patients with ulcerative colitis who are at high risk of colorectal cancer.

**Abstract:**

Purpose: The purpose of this study was to assess the effect of folic acid (FA) supplementation on colitis-associated colorectal cancer (CRC) using the azoxymethane/dextran sulfate sodium (AOM/DSS) model. Methods: Mice were fed a chow containing 2 mg/kg FA at baseline and randomized after the first DSS treatment to receive 0, 2, or 8 mg/kg FA chow for 16 weeks. Colon tissue was collected for histopathological evaluation, genome-wide methylation analyses (Digital Restriction Enzyme Assay of Methylation), and gene expression profiling (RNA-Seq). Results: A dose-dependent increase in the multiplicity of colonic dysplasias was observed, with the multiplicity of total and polypoid dysplasias higher (64% and 225%, respectively) in the 8 mg FA vs. the 0 mg FA group (*p* < 0.001). Polypoid dysplasias were hypomethylated, as compared to the non-neoplastic colonic mucosa (*p* < 0.05), irrespective of FA treatment. The colonic mucosa of the 8 mg FA group was markedly hypomethylated as compared to the 0 mg FA group. Differential methylation of genes involved in Wnt/β-catenin and MAPK signaling resulted in corresponding alterations in gene expression within the colonic mucosa. Conclusions: High-dose FA created an altered epigenetic field effect within the non-neoplastic colonic mucosa. The observed decrease in site-specific DNA methylation altered oncogenic pathways and promoted colitis-associated CRC.

## 1. Introduction

Patients with ulcerative colitis face a cumulative risk of developing colorectal cancer (CRC) that is significantly higher than that of the general population, 5–10% after 20 years and 15–20% after 30 years of disease [1]. The association of disease duration, severity, and extent [2] with colon cancer risk provides strong support for the critical role of inflammation in colitis-associated CRC [3]. Patients with colitis often present with serum folate levels that are 15–20% lower than those of healthy individuals [4,5]. Explanations for this deficiency include medications that inhibit FA transport or malabsorption from the loss of intestinal surface area. Sulfasalazine, a common therapy for the maintenance of patients with ulcerative colitis, inhibits the absorption of folate in the intestinal mucosa [6]. While FA supplements are often recommended for colitis patients, the risk vs. benefit of giving FA remains unclear based on the potential association of FA supplement use with the risk of sporadic CRC.

Results from several epidemiologic studies have indicated that the risk of developing CRC is decreased significantly among subjects taking FA supplements [7,8]. In contrast, an emerging body of evidence suggests that FA supplementation does not confer protection against colorectal tumorigenesis, especially in individuals with a strong underlying predisposition for CRC (i.e., history of adenomas) [9,10,11]. In fact, administration of FA (1 mg/day for 6–8 years) to subjects with a history of adenomas in a double-blinded, placebo-controlled, randomized clinical trial increased the risk of developing both advanced tumors (RR 1.67, *p* = 0.05) and multiple (≥3) colorectal adenomas (RR 2.32, *p* = 0.02) [9]. Results from a prospective cohort study [12] revealed a direct association between plasma folate levels and risk of CRC in subjects who were followed for longer than the median 4.2 years (*p* trend = 0.007). In mice, the ability of FA to promote CRC development is dependent upon the timing and dose administered [13,14,15,16]. Diets supplemented with 8 mg FA/kg decreased tumor burden when given to Apc^+/−^/Msh2^−/−^ mice before the establishment of aberrant crypt foci, a surrogate biomarker of CRC. However, the same diet increased intestinal tumor burden when administered to mice with existing aberrant crypt foci [14].

Few studies have investigated the impact of FA supplementation on colitis-associated CRC. Results from two case-control studies [17,18] and one cohort study [19] suggested that colitis patients who took FA supplements had a lower adjusted relative risk of developing colitis-associated neoplasia, as compared to colitis patients not taking supplements. However, this finding did not achieve statistical significance. Compromising characteristics of these retrospective analyses include the small sample size, lack of information on the dose of FA employed, length of exposure, and corresponding plasma folate levels. Interestingly, red blood cell folate levels are reported to be 19% higher in children with untreated inflammatory bowel disease, as compared to healthy controls [20]. Based on these inconsistent observations, further investigation of the relationship between inflammation, folate status, and CRC is warranted.

The overall goal of the present study was to assess the effect of varying concentrations of FA on the development of colitis-associated neoplasia in a model that recapitulated the clinical setting in which patients take a FA supplement following a diagnosis of colitis. In addition to histopathological enumeration of dysplasias, dose-associated FA alterations in DNA methylation were assessed and compared to gene expression changes in both the non-dysplastic inflamed colonic mucosa and colitis-associated neoplastic lesions. The resulting data demonstrate that FA supplementation promotes colitis-associated CRC by creating a hypomethylated field within the non-neoplastic colonic mucosa. Pathway analyses of genes differentially methylated among groups administered varying levels of FA revealed many genes associated with colorectal carcinogenesis. When combined, these novel data suggest that FA induces a stress response in the presence of chronic inflammation, leading to decreased site-specific DNA methylation of genes that promote the development of colitis-associated tumors.

## 2. Materials and Methods

### 2.1. Diet and Animal Treatment

All animal studies were approved by the Institutional Animal Care and Use Committee at Fox Chase Cancer Center. Diets were purchased from Bio-Serv (Flemington, NJ, USA). The control AIN-76A diet contained 2 mg FA/kg chow (2 mg FA) which is equivalent to a daily intake of 400 μg/day in humans. The deficient diet was a modified AIN-76A diet containing no FA (0 mg FA), and the supplemented diet was a modified AIN-76A diet containing 8 mg FA/kg chow (8 mg FA). Mouse chow with 8 mg/kg FA is equivalent to a daily intake of 1.6 mg FA by humans and comparable to the level consumed by clinical trial participants who take a FA supplement (1 mg/day) and continue to ingest FA-fortified foods.

The AOM/DSS model of colitis-associated colorectal carcinogenesis was employed in this study according to Figure 1. At 6 weeks of age, female Swiss Webster mice (Taconic Farms, Germantown, NY, USA) (17–19/group) were fed the AIN-76A control diet (2 mg FA). Mice were injected with AOM (7.4 mg/kg i.p.; Sigma-Aldrich, St Louis, MO, USA) at 7 weeks of age. Mice without DSS served as non-colitic controls (*n* = 8/group). At 9 weeks of age, colitis was induced by administering DSS (MW 40,000; Alfa Aesar, Tewksbury, MA) for 4 cycles, with each cycle consisting of 7 days of 2% DSS in the drinking solution followed by 14 days of untreated water. At 11 weeks of age and immediately after the first DSS treatment (acute colitis phase), mice were randomized to receive FA at 0 (deficient), 2, or 8 (high dose) mg/kg of chow for 16 weeks. Body weights were recorded weekly. At 27 weeks of age, the mice were euthanized and their colons collected, fixed in 10% formalin, cross-sectioned at 2 mm intervals, and processed in their entirety for histopathological evaluation. 

### 2.2. Histopathology

Sections stained with hematoxylin and eosin (H&E) were evaluated in a blinded manner as described previously [21]. Tissue specimens were classified as negative or positive for dysplasia or carcinoma based on the standardized morphology and nomenclature for the human pathology of colitis-associated CRC [22]. A diagnosis of carcinoma was assigned when neoplastic glands had invaded beyond the muscularis mucosa and into the submucosa. Carcinomas and dysplasias were classified as polypoid (elevated growth pattern) or flat (no elevated growth component and less than twice the height of the adjacent non-dysplastic mucosa) (Figure 2).

### 2.3. Isolation of DNA and RNA from Laser Microdissected (LMD) Colonic Epithelial Cells 

Cells were microdissected from the paraffin-embedded non-dysplastic colon and dysplasia on PEN membrane slides (Life Technologies, Waltham, MA, USA) using a Leica LMD6500 system (Leica Microsystems, Deerfield, IL, USA). DNA and RNA were isolated from LMD samples using RecoverAll™ Total Nucleic Acid Isolation for FFPE (Life Technologies), according to the manufacturer’s protocol. RNA concentration was determined and quality assessed on an Agilent 2100 Bioanalyzer using RNA 6000 Pico chips (Agilent Technologies, Santa Clara, CA, USA).

### 2.4. Genome-Wide CpG island Methylation Analysis

Genome-wide DNA methylation analyses were performed on LMD colonic epithelial cells or mucosa using the Digital Restriction Enzyme Analysis of Methylation (DREAM) [23] assay. Briefly, the DREAM assay utilizes a combination of methylation-sensitive (SmaI) and methylation-insensitive (XmaI) restriction endonucleases that recognize the CCCGGG sequence, but cleave at different locations within this target sequence. Methylated and unmethylated sites are distinguished by virtue of the distinct 5′-/3′-end sequence. Quantitation is achieved by deep sequencing on the Illumina HiSeq^®^ instrument and mapping the reads back to the human genome using a custom script [23]. DNA (approximately 500 ng) was isolated from LMD material, as described above, and analyzed. 

### 2.5. RNA-Seq Analysis 

RNA-Seq analyses were performed on LMD colonic epithelial cells. RNA-Seq libraries were generated using a SMARTer® Stranded RNA-Seq Kit V2 Pico Input Mammalian (TakaRa Bio USA, Inc. Mountain View, CA, USA) with 40 ng total RNA. Libraries were quantified using a Qubit^TM^ dsDNA HS Kit (Thermo Fisher Scientific, Waltham, MA, USA) and size distribution validated on an Agilent 2100 Bioanalyzer using the Agilent High Sensitivity DNA Kit (Agilent Technologies). Validated libraries were sequenced on an Illumina HiSeq 2500 platform and analyzed. The resulting sequence reads were analyzed to identify differentially expressed genes, using two methods, and genes found in common were overlayed with methylation changes as a secondary step. The first method involved aligning RNA-Seq data using Bowtie [24] to a bowtie-indexed mouse mm10 genome. The number of raw counts in each known gene from the RefSeq database was enumerated using htseq-count from the HTSeq package [25]. Differential expression between samples and across different conditions were assessed for statistical significance using the R/Bioconductor package DESeq2 [26]. Genes with a false discovery rate (FDR) ≤0.05, calculated using the Benjamini–Hochberg FDR method [27], and a fold-change ≥2 were considered significant. In the second method, Tophat2 [28] was used to align reads to the mouse mm10 genome. The Cufflinks [29] algorithm was implemented to assemble transcripts and estimate their abundance. Cuffdiff [30] was employed to statistically assess expression changes in quantified genes under different conditions. Genes with a false discovery rate of ≤5% and a fold change ≥1.5 were considered differentially expressed.

### 2.6. Immunohistochemistry (IHC) of β-Catenin

Expression of β-catenin was detected in formalin-fixed paraffin-embedded sections of colon tissue. Rabbit anti-β-catenin antibody was purchased from Sigma-Aldrich (St. Louis, MO, USA) and diluted to 1:2000 prior to use. Tissue sections were stained using a Roche Ventana Discovery XT automated staining instrument (Ventana Medical Systems, Tucson, AZ, USA) and Ventana reagents according to the manufacturer’s instructions. The primary antibody was replaced with normal rabbit IgG to serve as a negative control.

### 2.7. Real-Time Quantitative PCR (RT-qPCR)

Expression of select genes associated with colitis was evaluated in an independent set of LMD colonic mucosa samples from mice treated with different levels of FA using TaqMan assays (Thermo Fisher Scientific) and TaqMan^TM^ Gene Expression Master Mix (Thermo Fisher Scientific). The IDs for these TaqMan assays were the following: *IL-1β* Mm00434228_m1; *IL-6* Mm00446190_m1; *IL-10* Mm01288386_m1; *IL-17α* Mm00439618_m1; *IL-23α* Mm00518984_m1; *Ikbkb* Mm01222247_m1; *Mmp9* Mm00442991_m1; *Ptgs-2* Mm00478374_m1; and *Actb (β-actin*) Mm00607939_s1. *β-actin* was used as an endogenous control. Amplification products were monitored using a ABI7900 Sequence Detection System (Thermo Fisher Scientific). The resulting data were analyzed and expressed as the target gene expression relative to the endogenous control, using the comparative Ct method and the 2^−ΔΔCt^ formula. Results were expressed as the fold change in relative levels of each gene transcript for mice receiving different levels of FA.

### 2.8. Biostatistical Analyses

A generalized linear model approach (Poisson regression with log link) was used to determine the association between the FA dose and multiplicity of colonic dysplasias. Adjustment for multiple testing was performed using the Benjamini–Hochberg FDR method [27] and computations were performed using the R language [31]. Statistical comparisons of site-specific DNA methylation levels between FA treatment groups (with and without DSS) were performed using *t*-tests. Sites with *p* values less than 0.05 and a more than 5% methylation difference were considered significantly different between groups.

## 3. Results

### 3.1. Treatment Tolerance 

Body weights were monitored weekly throughout the experiment. No significant differences in mean body weight were observed among the treatment groups (*p* > 0.05) (Figure 3). The highest study completion rate was observed in the 0 mg FA group (89.5%, 17/19), followed by the 8 mg FA group (77.8%, 14/18), with the lowest rate in the 2 mg FA group (64.7%, 11/17). All mice receiving only AOM (no DSS) completed the experiment. 

### 3.2. Effect of FA on the Development of Colitis-Associated Dysplasia and Cancer

A dose-dependent increase in the multiplicity of total colitis-associated dysplasia was as observed with increasing levels of dietary FA (*p* < 0.0001) (Figure 4). The total number of dysplasias per mouse was 24% and 65.6% higher in the 2 and 8 mg FA groups, respectively, as compared to the 0 mg FA group. The multiplicity of polypoid dysplasias was 53% and 225% higher in the 2 mg FA and 8 mg FA groups, respectively, as compared to that of the 0 mg FA group (*p* < 0.001). However, only mice fed the 8 mg FA diet had an increased number of flat dysplasias (47.7% higher; *p* = 0.035). Only one carcinoma was observed in the entire study, and this mouse was treated with 8 mg FA. No dysplasias/cancers were found in AOM-treated (no DSS) mice. 

### 3.3. Effect of FA on Genome-Wide DNA Methylation at CCCGGG Sites 

Genome-wide DNA methylation analyses were performed using two types of LMD samples: (1) non-dysplastic epithelial cells from animals treated with AOM/DSS or only AOM and (2) the epithelium plus the lamina propria from AOM/DSS-treated mice. 

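Non-dysplastic epithelial cells of AOM/DSS-treated mice were analyzed by DREAM in 18 libraries of the first cohort, each from 1 mouse: 5 mice on 0 mg FA (0ND), 7 on 2 mg FA (2ND) and 6 on 8 mg FA (8ND), all killed at 27 weeks of age after 16 weeks on their diet. In DREAM, a CpG inside CCCGGG is cut first by an enzyme that methylation blocks and then by one that it does not, so that the end of each read shows whether that copy was methylated. The authors counted methylated and unmethylated reads at 173449 CCCGGG sites of the mouse genome (build mm9) and gave the methylated percentage of each site as measured and after an adjustment with spiked DNA standards of known methylation. In each library this adjustment multiplied the odds of methylation at all sites by 1 factor, which ran from 1.30 to 4.04 in 0ND, from 1.24 to 3.81 in 2ND and from 1.94 to 3.33 in 8ND. The adjusted percentages are used here unless raw ones are named. Reads on sites numbered 1821380 to 16923453 per library in 0ND (median 8400330), 3636528 to 11687772 in 2ND (median 11427571) and 1488920 to 13319841 in 8ND (median 5205159.5). Sites with at least 20 reads in every library of both groups were compared, since few reads give an imprecise percentage, and the paper's criteria were applied per site: an unadjusted p under 0.05 in a two-sided two-group test with equal variances and a difference above 5 percentage points. For each library the unweighted mean over the compared sites was also taken, and groups of means were compared by two-sided exact permutation tests. Repeat and unique sequences are analyzed together, because the annotation used here is of another genome build than the site positions.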

The latter was used due to a greater yield of DNA. Both types of samples gave equivalent results (see below). 

*DNA methylation in **non-dysplastic** colonic epithelial cells*. 

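Over the 13367 sites with at least 20 reads in all 18 libraries of the first cohort, mean methylation was 14.6% ± 0.405 (SD, 5 mice) in 0ND, 14.0% ± 0.437 (SD, 7 mice) in 2ND and 13.8% ± 0.659 (SD, 6 mice) in 8ND. The slope on dose was -0.0751 percentage points per mg FA, and 14702688 assignments of the libraries to the diets gave an exact permutation p of 0.0688. Pairs of diets were then compared over the sites each pair had in common. Between 2ND and 0ND the mean differed by -0.758 points (exact permutation p = 0.0114, and 0.0341 after Benjamini-Hochberg adjustment over the 9 comparisons of means). All 9 were tested without pairing, although some comparisons of polyps with epithelium share mice. The adjusted value depends on that choice and was not computed with paired tests. Between 8ND and 0ND the difference was -0.770 points (exact permutation p = 0.0563, adjusted 0.117), which did not pass 0.05. In the raw percentages the difference between 2ND and 0ND was -0.589 points with an exact permutation p of 0.587. Without the 2 8ND libraries in which over 30% of reads came from the standards, the difference between 8ND and 0ND was -0.509 points (exact permutation p = 0.198).

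**Figure D1:**
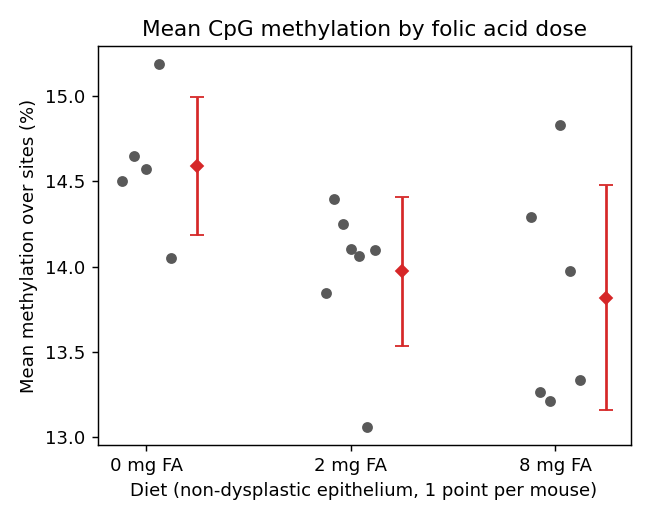
Mean methylation in percent (vertical axis) of each mouse (gray points) on 0, 2 and 8 mg FA (horizontal axis), with the group mean and SD (red). The 8ND mice lie between 13.2% and 14.8% and overlap both other groups; the vertical axis does not start at 0.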

A dose-dependent, genome-wide effect of FA on DNA methylation was observed in LMD non-dysplastic colonic epithelial cells (Figure 5). With respect to repeat sequences of DNA, the 8 mg FA and 2 mg FA groups had more CpG sites with significant methylation changes (22.6% and 14.1%, respectively) than the 0 mg FA group; over 99% of these changes were hypomethylation (Figure 5A,B). In addition, the hypomethylating effect of FA on non-dysplastic colonic epithelial cells was dose-dependent. 

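With repeat and unique sequences combined, 595 of 13475 CpG sites (4.42%) met the paper's criteria between 8ND and 0ND, and 673 of 15165 (4.44%) between 2ND and 0ND. The median number of reads per compared site ranged over the libraries from 74 to 850 in the first comparison and from 84 to 775 in the second. The alternative that moved the first result most was Benjamini-Hochberg adjustment, under which 0 sites passed in either comparison. Raw percentages left 0.989% of sites for 2ND and 3.17% for 8ND. The largest differences between 8ND and 0ND among the 120 sites called with no overlap between the groups were at 2 neighboring sites on chromosome 17 of mm9. At position 80548491, methylation was 22.0% ± 4.16 (SD, 6 mice) in 8ND and 59.4% ± 9.45 (SD, 5 mice) in 0ND. At position 80548379 it was 35.1% ± 5.74 and 69.8% ± 14.4. A pair on chromosome 6 followed, with 32.9% ± 9.82 against 67.5% ± 10.1 at position 50328454 and 31.1% ± 9.93 against 64.8% ± 12.0 at position 50328253. On chromosome 4 at position 139078272 the values were 36.6% ± 11.5 and 70.1% ± 6.63. Each of these 5 sites had at least 44 reads in every library. They were selected for non-overlap and size, so no p-value is given for them. Non-overlap of the groups is expected by chance at 0.433% of sites without tied values, and 130 of the 13475 had it. The median over sites was 0 in these libraries, so many values are tied and the expectation over all sites is lower.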

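At the 13367 sites compared for both doses, 593 (4.44%) differed between 8ND and 0ND and 518 (3.88%) between 2ND and 0ND, and 272 sites were called at both doses, all in the same direction. Both comparisons use the same 0ND libraries, so calls in common are partly fixed by that shared group. Mean methylation in 8ND and 2ND differed by -0.157 percentage points over 13704 sites, within the spread between mice (exact permutation p = 0.608). The paper states from Fig. 5 that the effect depended on the dose.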

In unique sequences, the number of significant methylation changes in CpGs was only slightly higher in the 8 mg FA and 2 mg FA groups (2.7% and 1.5%, respectively) than in the 0 mg FA group (Figure 5C,D). 

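Among the CpGs with significant methylation changes in repeat and unique sequences combined, 515 of 595 (86.6%, 95% Wilson interval 83.6 to 89.1) had lower methylation in 8ND than in 0ND, and 608 of 673 (90.3%, interval 87.9 to 92.3) were lower in 2ND than in 0ND. These intervals cover counting error of sites only, and neighboring sites are not independent. When each library was centred on its own mean, the hypomethylated share was 78.9% in 8ND and 83.4% in 2ND. Centring shifts all sites of a library equally, so it cannot remove a larger loss at sites with more methylation. With raw percentages it was 94.1% in 8ND and 64.7% in 2ND, and without the 8ND libraries with over 30% of reads from the standards it was 74.9% in 8ND.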

Although fewer CpGs were modified by FA in unique vs. repeat sequences, hypomethylation remained the main outcome. Following supplementation, hypomethylation of CpG sites in unique sequences was elevated 80.7% and 61.5% in the 8 mg FA and 2 mg FA groups, respectively, over that of the 0 mg FA group (Figure 5C,D). This hypomethylating effect of FA on both repeat and unique sequences in LMD non-dysplastic epithelial cells was confirmed using the LMD epithelium plus the lamina propria (Figure 6; 8 mg FA vs. 0 mg FA results shown). Of note, the hypomethylating effect of FA was limited to mice with AOM/DSS-induced colitis. No substantial hypomethylating effect of FA was observed in mice treated with only AOM (no DSS) (Figure 7), indicating that the DNA methylation differences in the non-dysplastic colonic epithelium occur only in the context of inflammation. 

*DNA methylation in **dysplastic** tissues.* Although both polypoid and flat dysplasia were observed in all treatment groups (Figure 4), further analyses were restricted to polypoid dysplasia from the 8 mg FA and 0 mg FA groups, as these lesions exhibited the largest and most statistically significant inter-group difference in the mean multiplicity of dysplasia. 

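The polypoid lesions and their background epithelium were analyzed by DREAM in 25 libraries of the second cohort: 6 of 0ND and 6 of 0P from the same 6 mice, and 6 of 8ND and 7 of 8P from another 6 mice, of which mouse 1856 gave 2 lesions. Reads on sites numbered 2863002 to 5873580 in 0ND (median 3754341), 2887279 to 7032575 in 0P (median 4630591), 1774213 to 6876845 in 8ND (median 3007252.5) and 4892730 to 13960168 in 8P (median 9962939). The authors' adjustment factors were closer to 1 than in the first cohort, with medians of 1.16, 1.04, 1.19 and 1.23 in the same order, and the 8ND library of mouse 1841 had the largest, 1.97. Libraries differed in how reads were spread: in 3 of the 0ND and 3 of the 8ND libraries over 8% of reads fell on the 100 most-read sites, and in no polyp library. Comparisons of polyps with epithelium are therefore also given without those libraries, which leaves 3 mice in each ND group. Reads on the standards differed too, with a median of 5785848.5 in 0P against 1998874 in 8P, although 8P had more reads on sites. No comparison of this cohort was restricted by them. Sites were filtered and tested as for the first cohort. Polyp and epithelium libraries with the same mouse number come from 1 animal, so fits with the mouse as a block are reported beside fits without it.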

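Between 8P and 8ND, 511 of 9969 CpG sites of repeat and unique sequences (5.13%) changed by the paper's criteria, with a median of 84 to 817 reads per site over the libraries. In limma 530 sites were called without the mouse and 495 (4.97%) with the mouse as a replicate block. Libraries of one mouse deviated little from their group means together (mean correlation over sites 0.0747, against -0.0153 between different mice). Mean methylation was 13.6% ± 0.644 (SD, 7 lesions) in 8P and 14.1% ± 0.697 (SD, 6 mice) in 8ND, a difference of -0.457 percentage points within the spread between libraries (exact permutation p = 0.247). Paired by mouse as a block, the mean difference was -0.509 points (exact sign-flip permutation p = 0.188). Among the libraries with under 8% of reads on the 100 most-read sites, 4.07% of sites were called and the mean differed by -0.489 points (exact permutation p = 0.358).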

For repeat sequences, there were 16.2% more CpGs with significant methylation changes in polypoid lesions treated with 8 mg FA (8P), as compared to the non-dysplastic epithelium exposed to 8 mg FA (8ND) (Figure 8A). 

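Between 0P and 0ND, 596 of 11109 sites (5.37%) of repeat and unique sequences were called, with a median of 97 to 335 reads per site, and limma with the mouse as a replicate block called 571 (5.14%) against 615 without the block. Same-mouse libraries had a mean correlation of deviations of 0.0297. Mean methylation was 13.9% ± 0.820 (SD, 6 lesions) in 0P and 15.6% ± 0.421 (SD, 6 mice) in 0ND. The difference of -1.68 percentage points was larger than the spread between mice (exact permutation p = 0.00216, the smallest that 6 against 6 allow, and 0.0157 after Benjamini-Hochberg adjustment over the 9 comparisons), and it was negative within each of the 6 mice paired as a block (exact sign-flip permutation p = 0.0312, the smallest possible). The adjusted value rests on the test without pairing. No adjusted value was computed from the larger paired p, so the pass after adjustment is not shown for the paired design. Among libraries with under 8% of reads on the 100 most-read sites, 3.17% of sites were called and the mean differed by -1.69 points (exact permutation p = 0.0238).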

Likewise, the methylation changes in polypoid dysplasia from the 0 mg FA (0P) group were 9.7% higher than in the 0 mg FA non-dysplastic colonic mucosa (0ND) (Figure 8B). 

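Of the called CpGs of both sequence classes, 349 of 511 (68.3%, 95% Wilson interval 64.1 to 72.2) were hypomethylated in 8P relative to 8ND and 532 of 596 (89.3%, interval 86.5 to 91.5) in 0P relative to 0ND. With each library centred on its mean, these shares were 62.6% and 78.5%. Without the 8ND library of mouse 1856, which had 48630 sites with at least 20 reads against at most 21585 in the other 8ND libraries, the share in 8P was 59.1%.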

More than 93% of the identified CpGs with significant methylation changes in repeat sequences (96.3% for 8 mg FA and 93.9% for 0 mg FA) were hypomethylated (Figure 8A,B). Unlike the repeat sequences, a lower percentage of CpGs with significant methylation changes, specifically hypomethylation, was observed in the unique sequences. In the unique sequences, there were 6.5% more CpGs with significant methylation changes in 8P lesions, as compared to the non-neoplastic mucosa (8ND) (Figure 8C). The methylation changes in 0P lesions were 7.3% higher than in the corresponding non-neoplastic mucosa (0ND) (Figure 8D). Less than 80% of the identified CpGs with significant methylation changes in unique sequences were hypomethylated (Figure 8C,D). The CpG methylation changes in lesions in the 8P and 0P groups were also compared (Figure 8E,F). The percentage of CpGs with significant methylation changes in 8P lesions was slightly higher than that of 0P lesions for both repeat (Figure 8E) and unique (Figure 8F) sequences. These data indicate that (1) 8P had the most changes in CpG methylation (hypomethylation specifically) in repeat sequences as compared to those in the 8ND and (2) fewer significant differences in DNA methylation were found when comparing 8P vs. 0P. These observations suggest that many of the epigenetic changes that accompany the development of polypoid dysplasia occur irrespective of the colonic mucosal environment in which they arise. 

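Between 8P and 0P, 352 of 13772 CpG sites of repeat and unique sequences (2.56%) were called, with a median of 112 to 586 reads per site. In the adjusted percentages 121 of them were lower in 8P and 231 were higher, so that 34.4% were hypomethylated (95% Wilson interval 29.6 to 39.5). In the raw percentages 334 sites were called and 69.5% were hypomethylated, the opposite direction. Mean methylation was 15.5% ± 0.757 (SD, 7 lesions) in 8P and 15.2% ± 0.891 (SD, 6 lesions) in 0P, a difference of 0.310 percentage points that was within the spread between lesions (exact permutation p = 0.504). In the raw percentages the difference was -0.634 points (exact permutation p = 0.195).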

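The share of sites called was lower between the 2 kinds of polyps than between either kind and its own epithelium. From such shares in Fig. 8 the paper concludes that 8P differed most from 8ND in repeat sequences, by loss of methylation, and that 8P and 0P differed less. With the 2 lesions of mouse 1856 averaged, 2.39% of sites were called between 8P and 0P and 5.10% between 8P and 8ND.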

To gain insight into the FA-induced methylation changes that accompany cellular transformation, the DNA methylation profile of 0P lesions was compared to that of 8ND epithelium (Figure 9A,B). 

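Between 0P and 8ND, which come from different mice, 210 of 8456 CpG sites of repeat and unique sequences (2.48%) were called, with a median of 86 to 371 reads per site. Of these, 177 were lower in 0P (84.3%, 95% Wilson interval 78.8 to 88.6). In the raw percentages 143 sites were called and 62.2% were lower. Mean methylation was 12.3% ± 0.762 (SD, 6 lesions) in 0P and 13.1% ± 0.638 (SD, 6 mice) in 8ND, and the difference of -0.815 percentage points did not pass 0.05 (exact permutation p = 0.0823). In the raw percentages it was -0.155 points (exact permutation p = 0.777). Among libraries with under 8% of reads on the 100 most-read sites, 1.64% of sites were called and the mean differed by -0.903 points (exact permutation p = 0.155).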

Relatively few significant differences in methylation were detected in both repeat (3.9%) and unique (3.8%) sequences in the 0P vs. 8ND comparison, and no strong bias towards hypomethylation (64.8% in repeat sequences and 48.6% in unique sequences) was observed (Figure 9A,B). This suggests that supplementation with 8 mg FA modifies the methylation status of the background colonic mucosa to become more “tumor-like”. In contrast, the highest percentage of CpGs with significant methylation changes was observed when comparing 8P lesions vs. 0ND epithelium; a 40.3% increase in repeat sequences (Figure 9C) and a 12% increase in unique sequences (Figure 9D) was observed. In addition, 8P lesions were strongly hypomethylated, 81.2% in repeat and 78.1% in unique sequences, as compared to the 0ND epithelium (Figure 9C,D). These data, when compared with the DNA methylation profile of 0P lesions vs. 0ND epithelium (Figure 8B,D), indicate that the 0ND epithelium exhibits the fewest changes in DNA methylation of all the groups evaluated.

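Between 8P and 0ND, 1269 of 13195 CpG sites of repeat and unique sequences (9.62%) were called, with a median of 93 to 679 reads per site, and 331 sites (2.51% of those compared) passed with Benjamini-Hochberg adjusted p-values of the per-site test. Mean methylation was 15.2% ± 0.711 (SD, 7 lesions) in 8P and 16.6% ± 0.463 (SD, 6 mice) in 0ND. The difference of -1.36 percentage points exceeded the spread between libraries (exact permutation p = 0.0035, adjusted 0.0157 over the 9 comparisons), and in the raw percentages it was -2.01 points (exact permutation p = 0.00117). These tests count the 2 lesions of mouse 1856 as independent. With both averaged, the difference was -1.42 points (exact permutation p = 0.00433, not adjusted). Among libraries with under 8% of reads on the 100 most-read sites, 7.44% of sites were called and the mean differed by -1.32 points (exact permutation p = 0.025).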

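Methylation was lower in 8P at 1021 of the 1269 called sites (80.5%) and higher at 248. After each library was centred on its mean, 68.8% of the called sites were lower.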

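Over the 8232 sites with at least 20 reads in all 25 libraries, the 0ND libraries lay between 13.0% and 14.0% mean methylation, 0P between 11.0% and 13.0%, 8ND between 12.3% and 13.7% and 8P between 11.3% and 13.2%. From the comparisons of 8P and of 0P with 0ND, the paper concludes that 0ND epithelium had the fewest methylation changes.

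**Figure D2:**
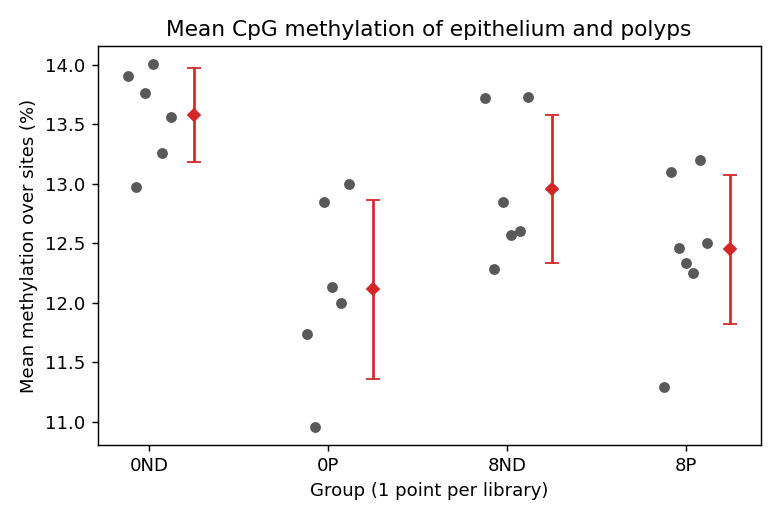
Mean methylation in percent (vertical axis) of each library (gray points) of 0ND, 0P, 8ND and 8P (horizontal axis), with the group mean and SD (red). The 0ND group has the highest mean, and the points of all 4 groups overlap; the vertical axis does not start at 0.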

### 3.4. Expression of Genes whose Methylation Status was Modified by FA Treatment

Based on the dose-dependent effect of FA on the formation of colitis-associated dysplasia and genome-wide DNA methylation, gene expression analyses were performed using tissues from only the 0 mg FA and 8 mg FA groups. Both non-dysplastic colonic epithelial cells (8ND and 0ND) and neoplastic cells from polypoid dysplasia (8P and 0P) were LMD and processed for RNA-Seq analyses. To enrich for gene expression differences associated with FA supplementation, analyses were restricted to expression changes in genes whose DNA methylation levels differed in 8ND vs. 0ND epithelial cells. Of the 411 genes whose methylation levels differed significantly between these two groups (Supplementary Table S1), only 15 genes were identified as differentially expressed by RNA-Seq (Table 1). Similar changes in the transcript levels of these 15 genes were not observed when comparing 8P vs. 0P lesions (Table 1). The 15 genes differentially expressed following FA supplementation were categorized into three major signaling pathways: Wnt/β-catenin (Tbxt, Zfp703, Enc1, Tns4, and Neu1), MAPK (Dusp4 and Epha2), and cell proliferation and differentiation (Spink4, Thbs1, Lzts1, and Fut9). Among these genes, Dusp4, Epha2, Atp11a, and Tns4 are reported to be overexpressed in human CRC, while the expression of Thbs1 is increased in patients with inflammatory bowel disease (see Table 1). Interestingly, 12 of the 15 genes (except Enc1, Atp11a, and Lzts1) differentially expressed in the 8ND vs. 0ND groups (Table 1, Column B) also exhibited a similar trend of change in polypoid dysplasia vs. non-dysplastic mucosa (Table 1, Columns D–E). Considering their known oncogenic functions, early DNA alterations in these genes may create a pro-tumorigenic environment in the non-dysplastic mucosa and be essential for colitis-associated tumorigenesis in the AOM-DSS model. 

Based on the strong representation of genes involved in β-catenin and MAPK signaling in Table 1, RNA-Seq data were further analyzed enriching for gene expression changes associated with these two pathways. The resulting heatmaps demonstrate the upregulation of a broader network of genes involved in β-catenin and MAPK signaling in 8P vs. 0P lesions (Figure 10). Because FA had the greatest effect on β-catenin signaling, these data were confirmed by comparing the cellular localization of β-catenin in non-dysplastic vs. dysplastic colon tissue, in the presence and absence of FA by immunohistochemical staining (Figure 11). As expected, β-catenin was located primarily at the cellular membrane of non-dysplastic colonic cells. In contrast, tumors exhibited both nuclear localization and overexpression. Interestingly, β-catenin was expressed in the majority of tumor cells of 8P lesions (average 197/281 = 70.1%), but to a lesser extent in those of 0P lesions (average 117/275 = 42.5%). These observations confirm the elevated expression of genes associated with the β-catenin network in 8P lesions, as compared to 0P lesions. 

### 3.5. Effect of FA on Inflammatory Markers

The impact of FA supplementation on the expression of genes associated with colitis was assessed by RT-qPCR. Non-neoplastic regions of the colonic mucosa and submucosa of AOM/DSS-treated mice fed diets containing 0, 2, or 8 mg FA (8 per group), confirmed histopathologically to be free of dysplasia, were microdissected for analysis. Genes evaluated included *IL-1β*, *IL-6*, *IL-10*, *IL-17α*, *IL-23α*, *Ikbkb*, *Mmp9*, *Ptgs2 (Cox-2),* and the reference gene *β-actin*. Of all markers evaluated, *IL-6* was most affected by FA concentration (Figure 12). Expression of *IL-6* in animals administered 2 and 8 mg FA was ≥2-fold higher than that of those in the FA-deficient (0 mg FA) group (2 mg vs. 0 mg: *p* = 0.05; 8 mg vs. 0 mg: *p* = 0.046). Treatment with 8 mg FA caused a 75% increase in *Ikbkb* expression, a surrogate of NFκB/Rela signaling, over that of animals maintained on a diet containing 2 mg FA (*p* = 0.006). No significant difference in *Ikbkb* RNA expression was observed among animals receiving 2 mg and 0 mg FA. Expression of *Ptgs2* was elevated 2-fold in mice fed 8 mg vs. 0 mg FA (*p* = 0.098). Expression of *IL-10*, *IL-17α*, or *IL-23α* mRNA in the non-neoplastic colonic epithelium was not impacted significantly by changes in the level of FA (*p* > 0.05). These data indicate the ability of FA supplementation to induce the expression of specific genes associated with inflammation in the non-neoplastic colonic mucosa.

## 4. Discussion 

The present study represents the first demonstration of a link between FA-induced colon DNA hypomethylation and the promotion of colitis-associated tumorigenesis. Notably, depletion or supplementation of dietary FA was initiated immediately after the induction of acute colitis to mimic clinical treatment. FA supplementation induced not only a dose-dependent increase in colitis-associated dysplasia, but also global DNA hypomethylation of both the non-dysplastic mucosa and dysplastic lesions. Importantly, FA-induced DNA hypomethylation was not observed in colonic epithelial cells of non-colitic controls. Based on the reported association between colonic DNA hypomethylation in the non-dysplastic mucosa and increased risk for CRC [53], these novel observations suggest that high-dose FA supplementation creates a global hypomethylated environment within the non-dysplastic colonic mucosa. This epigenetic change could lead to a further decrease in the site-specific DNA methylation of genes that promote the development of colitis-associated dysplasia. In the present study, supplementation with 8 mg FA during acute colitis led to an increased multiplicity of colonic dysplasias. This result is alarming based on the routine FA supplementation of colitis patients who present with low levels of plasma folate.

The impact of FA on colonic DNA methylation and its association with sporadic CRC remains controversial [54,55]. In general, FA supplementation can have either a protective or promotional effect on sporadic colon tumorigenesis [56,57]. Initiation of FA supplementation prior to the establishment of dysplasia inhibited the formation of sporadic CRC, with increased DNA methylation suggested as a possible mechanism. In contrast, FA supplementation failed to confer protection in the presence of a strong underlying predisposition for sporadic CRC. To our knowledge, no randomized clinical trials have examined the effect of FA supplementation on DNA methylation in the context of colitis-associated CRC, and few animal studies have evaluated the impact of FA on colitis-associated CRC. MacFarlane and colleagues [58] reported that administration of FA (0, 2, and 8 mg) to AOM/DSS-treated mice failed to alter the total number of colon tumors significantly but increased the incidence of adenocarcinomas and multiplicity of distal colon tumors. Unlike the present study, animals received FA supplementation prior to the induction of colitis and DNA methylation was not assessed. The ability of FA supplementation to promote global DNA hypomethylation has been observed in other organs (e.g., brain, liver, and kidney) following treatment with 8 mg FA [59]. These data, although limited, support the hypothesis that FA supplementation increases the risk of colitis-associated CRC by reducing DNA methylation and provide strong justification for further investigating the safety of using FA supplements in colitis patients. 

The nonspecific effect of FA supplementation on the epigenome may cause loss of DNA methylation at many sites and hypermethylation at relatively few sites (Figure 5 and Figure 9). Genes with CpG sites that are differentially methylated in the non-neoplastic epithelium, in response to varying levels of FA, include several genes known to promote CRC (Table 1). One explanation for the greater number of colonic dysplasias in animals fed 8 mg vs. 0 mg FA is that a much larger fraction of colonic epithelial cells undergoes CRC-associated gene hypomethylation in mice exposed to high-dose FA. Our proposed model (Figure 13) suggests that the number of epigenetic changes required for the non-dysplastic mucosa to become a polypoid dysplasia is relatively large, while the same transition in animals fed the 8 mg FA diet requires fewer epigenetic modifications. Consistent with this view, relatively few significant differences were identified when the global DNA methylation profile of 0P lesions vs. 8ND epithelium was compared (Figure 9A,B). In contrast, the greatest number of significant methylation differences was detected when comparing 8P lesions vs. 0ND epithelium (Figure 9C,D). In addition, tumors exhibited substantial hypomethylation as compared to the non-dysplastic mucosa under conditions of folate deficiency and high-dose supplementation, suggesting the hypomethylating effects were stronger in the dysplastic lesions. The only exception was the unique sequences in the 8 mg FA group, in which the dysplasia contained nearly equivalent numbers of hyper- and hypomethylated sites. One explanation for this discrepancy is that the 8ND epithelium is already hypomethylated (compared to the 0ND epithelium); hence, further hypomethylation of dysplasia may be difficult to discern. The hypomethylating effect of FA supplementation was greater in repeat sequences vs. unique sequences. Repeat sequences also showed a clear trend of hypomethylation in all dysplasias, irrespective of FA dose. It is noteworthy that hypomethylation in repetitive elements has been linked to increased mortality from cancer [60].

Effort was invested to uncover the FA-induced epigenetic changes responsible for the relative increase in polypoid dysplasia. If the genes identified as being hypomethylated are involved in the formation of polypoid tumors, one would expect them to also be differentially expressed in the polypoid dysplasia of 8 mg FA-treated animals, as well as in colon lesions from animals treated with 0 mg FA. In fact, 12 out of the 15 genes in Table 1 were found to be differentially expressed when the mRNA expression profile of polypoid dysplasia vs. non-dysplastic colon mucosa from animals in the 0 mg and 8 mg groups was compared. These data suggest that the genes modified by FA supplementation in the non-dysplastic mucosa are also associated with colon tumorigenesis. As is evident from the heatmaps and immunohistochemical staining of β-catenin (Figure 10 and Figure 11), a dose-dependent increase in β-catenin signaling was observed in polypoid dysplasia following FA supplementation. Although not all the genes in Table 1 have been studied in colitis-associated CRC, the pathways in which they participate, primarily Wnt/β-catenin signaling, cell proliferation, and differentiation, represent known critical events in CRC formation. Enhanced expression of Dusp4 and Epha2, members of MAPK signaling, following FA supplementation, is consistent with the results of case-control studies which demonstrate that FA can interact with multiple members of the MAPK pathway [61]. These data suggest that the impact of FA supplementation on DNA methylation and gene expression occurs early and persists throughout the development of polypoid dysplasia.

In addition to modulating DNA methylation, FA supplementation increased the expression of inflammatory mediators. Results from a FA supplementation trial (1 mg FA daily for 8 weeks) of 10 high-risk subjects, with either a personal history of sporadic colorectal adenoma or a first-degree relative with sporadic CRC, suggested that high FA intake may promote the progression of CRC by enhancing inflammation and immune responses [62]. The concentration of folate in serum and colon tissues increased 50–80% over the course of the study, as compared to the baseline. Corresponding elevations in the expression of 642 genes associated with immune and inflammatory processes/responses (e.g., *IL6*, *IL17F*, *TNF*) were also observed following 4 and 8 weeks of FA treatment. Together, these data suggest that FA supplementation may enhance tumorigenesis by upregulating proinflammatory cytokines. 

## 5. Conclusions

The results from the present study indicate that FA promotes colitis-associated CRC by hypomethylating genes involved in key oncogenic pathways. Additional studies, including clinical trials, are warranted to further evaluate the potential for FA supplementation to increase CRC risk when administered to cancer-free patients with ulcerative colitis.

## Figures and Tables

**Figure 1:**
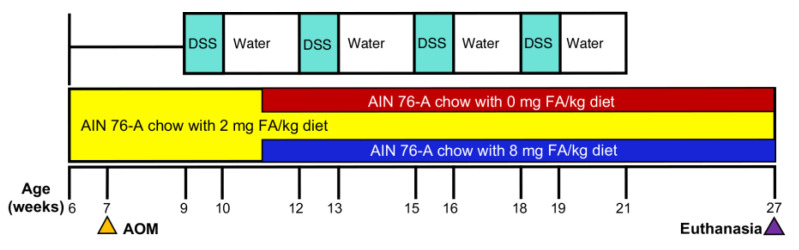
Experimental design of the study. Mice were injected with azoxymethane (AOM, 7.4 mg/kg i.p.) at 7 weeks of age. Colitis was induced with DSS, starting at 9 weeks of age. Mice were randomly assigned to receive different amounts of folic acid (FA) in an AIN-76A diet at 11 weeks of age and euthanized at 27 weeks of age (17–19/group).

**Figure 2:**
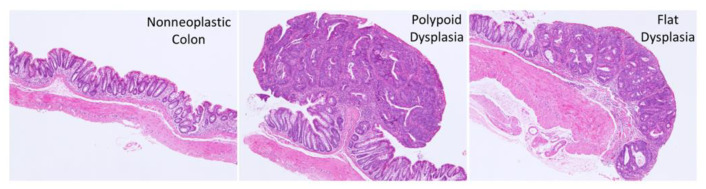
Low power view of non-neoplastic colon and dysplasias in the AOM/DSS model.

**Figure 3:**
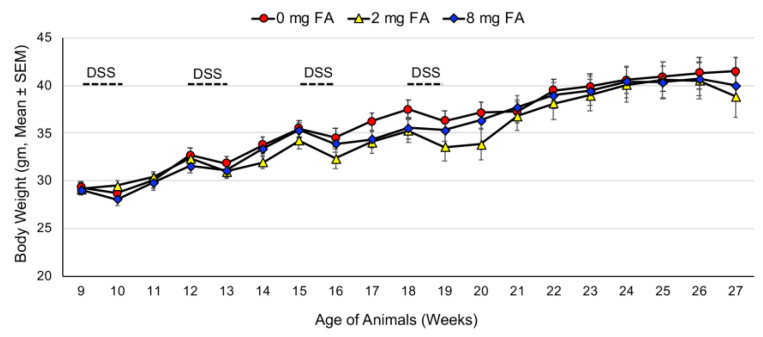
Weekly body weights of Swiss Webster mice with AOM/DSS-induced colitis. Mice were maintained on an AIN-76A diet supplemented with an either 0, 2, or 8 mg FA/kg diet (17–19/group).

**Figure 4:**
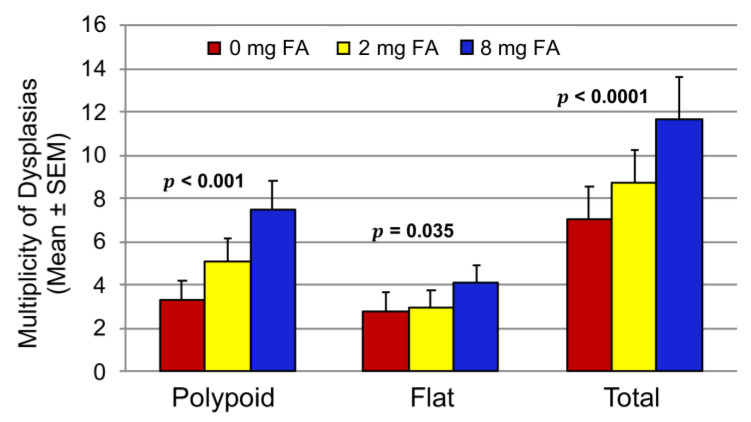
Effects of various doses of FA on the multiplicity of colitis-associated dysplasia. The total number of dysplasias is the sum of polypoid and flat dysplasias. Poisson regression with log link was used to determine the association between FA dose and tumor multiplicity (*n* = 17–19/group).

**Figure 5:**
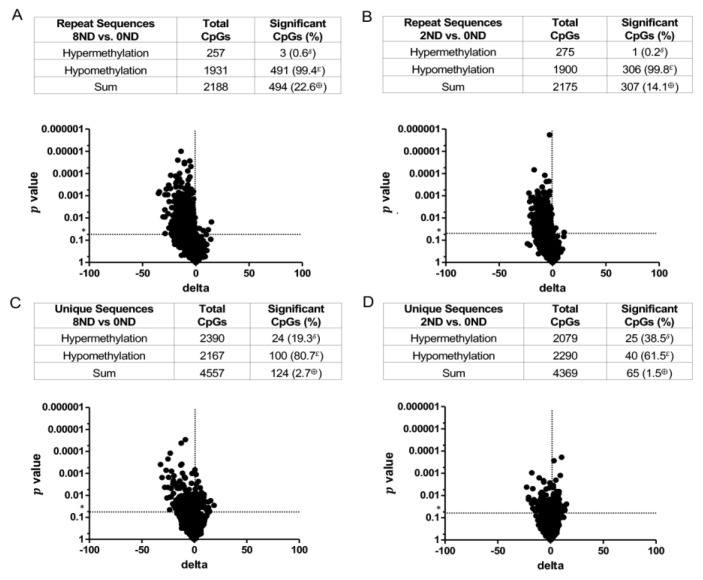
Volcano plots of DNA methylation profiles for LMD **non-dysplastic colonic epithelium** from **AOM/DSS-treated mice** receiving varying amounts of FA. **Repeat** sequences were compared in the (**A**) 8 mg FA- vs. 0 mg FA-treated epithelium (8ND vs. 0ND) and (**B**) 2 mg FA- vs. 0 mg FA-treated epithelium (2ND vs. 0ND). **Unique** sequences were compared in the (**C**) 8 mg FA- vs. 0 mg FA-treated epithelium (8ND vs. 0ND) and (**D**) 2 mg FA- vs. 0 mg FA-treated epithelium (2ND vs. 0ND). The *t*-test was used to compare site-specific DNA methylation levels between FA treatment groups (*n* = 8 per group). Sites with *p* values less than 0.05 (*) and more than a 5% methylation difference were considered significantly different between groups. δ = significant hypermethylated CpGs expressed as a percentage of the total sum of significant CpGs; ε = significant hypomethylated CpGs expressed as a percentage of the total sum of significant CpGs; ⊕ = sum of significant CpGs (hypomethylated and hypermethylated) expressed as a percentage of total CpGs.

**Figure 6:**
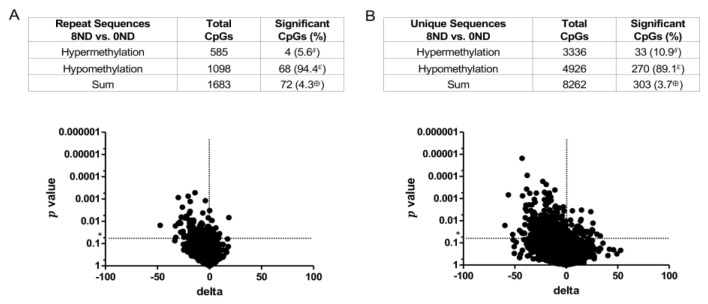
Volcano plots of DNA methylation profiles for LMD **non-dysplastic colonic epithelium plus the lamina propria** from **AOM/DSS-treated mice** receiving varying amounts of FA. (**A**) **Repeat** and (**B**) **unique** sequences of non-dysplastic colonic epithelium plus the lamina propria from mice in the 8 mg vs. 0 mg FA group (8ND vs. 0ND) were compared. The *t*-test was used to identify significant alterations in site-specific DNA methylation levels between FA treatment groups (*n* = 12 per group). Sites with *p* values less than 0.05 (*) and more than a 5% methylation difference were considered significantly different. δ = significant hypermethylated CpGs expressed as a percentage of the total sum of significant CpGs; ε = significant hypomethylated CpGs expressed as a percentage of the total sum of significant CpGs; ⊕ = sum of significant CpGs (hypomethylated and hypermethylated) expressed as a percentage of total CpGs.

**Figure 7:**
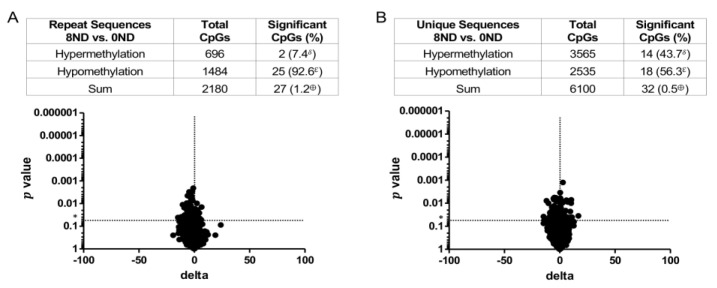
Volcano plots of DNA methylation profiles for LMD **non-dysplastic colonic epithelium from AOM-treated** (non-colitis) mice receiving varying amounts of FA. (**A**) **Repeat** and (**B**) **unique** sequences of non-dysplastic and non-inflamed colonic epithelium from the 8 mg vs. 0 mg FA group (8ND vs. 0ND) were compared. The *t*-test was used to identify significant alterations in site-specific DNA methylation levels between FA treatment groups (*n* = 7–8 per group). Sites with *p* values less than 0.05 (*) and more than a 5% methylation difference were considered significantly different. δ = significant hypermethylated CpGs expressed as a percentage of the total sum of significant CpGs; ε = significant hypomethylated CpGs expressed as a percentage of the total sum of significant CpGs; ⊕ = sum of significant CpGs (hypomethylated and hypermethylated) expressed as a percentage of total CpGs.

**Figure 8:**
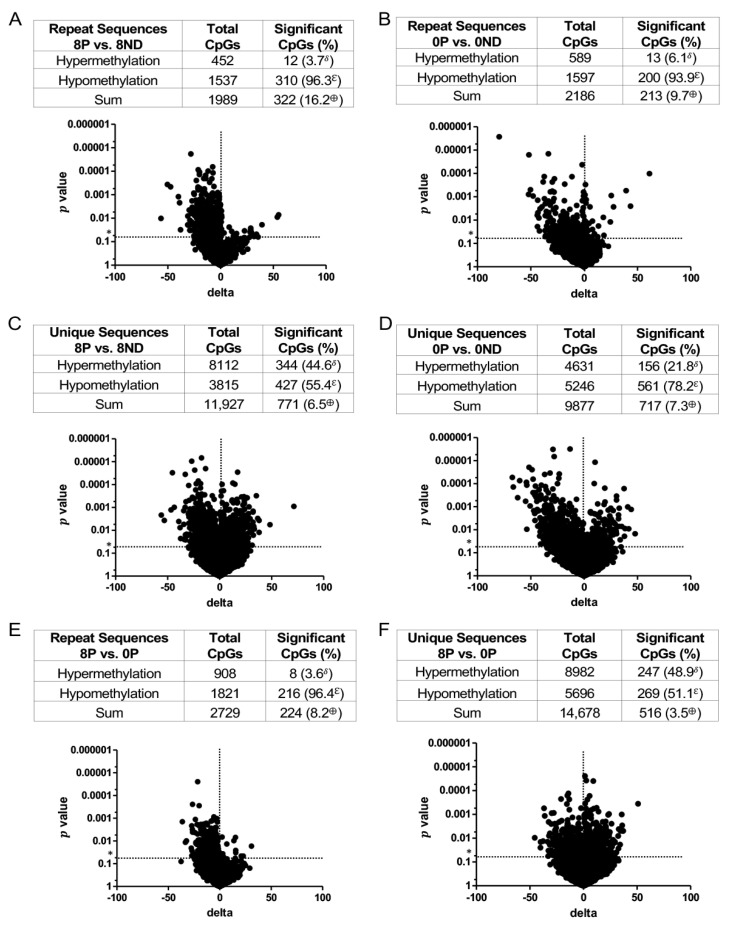
Volcano plots of DNA methylation profiles for **polypoid dysplasia** from **AOM/DSS**-treated mice receiving 0 or 8 mg of FA. (**A**) **Repeat** sequences: 8 mg FA-treated polypoid dysplasia vs. non-dysplastic epithelium (8P vs. 8ND); (**B**) **repeat** sequences: 0 mg FA-treated polypoid dysplasia vs. non-dysplastic epithelium (0P vs. 0ND); (**C**) **unique** sequences: 8 mg FA-treated polypoid dysplasia vs. non-dysplastic epithelium (8P vs. 8ND); (**D**) **unique** sequences: 0 mg FA-treated polypoid dysplasia vs. non-dysplastic epithelium (0P vs. 0ND); (**E**) **repeat** sequences: 8 mg FA vs. 0 mg FA-treated polypoid dysplasia (8P vs. 0P); and (**F**) **unique** sequences: 8 mg FA vs. 0 mg FA-treated polypoid dysplasia (8P vs. 0P). The *t*-test was used to compare site-specific DNA methylation levels between FA treatment groups (*n* = 12 per group for non-dysplastic epithelium and *n* = 8 per group for polypoid dysplasia). Sites with *p* values less than 0.05 (*) and more than a 5% methylation difference were considered significantly different between groups. δ = significant hypermethylated CpGs expressed as a percentage of the total sum of significant CpGs; ε = significant hypomethylated CpGs expressed as a percentage of the total sum of significant CpGs; ⊕ = sum of significant CpGs (hypomethylated and hypermethylated) expressed as a percentage of total CpGs.

**Figure 9:**
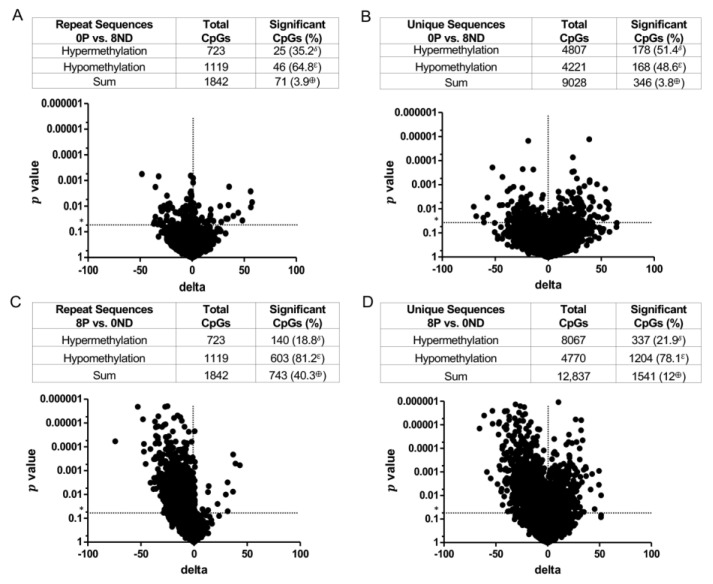
DNA methylation status is impacted by an interaction **between FA** dose and colon tissue type. Volcano plots summarizing the methylation profiles of (**A**) repeat and (**B**) unique sequences in 0 mg FA-treated polypoid dysplasia vs. 8 mg FA-treated non-dysplastic epithelium (0P vs. 8ND), and (**C**) repeat and (**D**) unique sequences in 8 mg FA-treated polypoid dysplasia vs. 0 mg FA-treated non-dysplastic epithelium (8P vs. 0ND). The *t*-test was used to compare site-specific DNA methylation levels between FA treatment groups (*n* = 12 per group for non-dysplastic epithelium and *n* = 8 per group for polypoid dysplasia). Sites with *p* values less than 0.05 (*) and more than a 5% methylation difference were considered significantly different between groups. δ = significant hypermethylated CpGs expressed as a percentage of the total sum of significant CpGs; ε = significant hypomethylated CpGs expressed as a percentage of the total sum of significant CpGs; ⊕ = sum of significant CpGs (hypomethylated and hypermethylated) expressed as a percentage of total CpGs.

**Figure 10:**
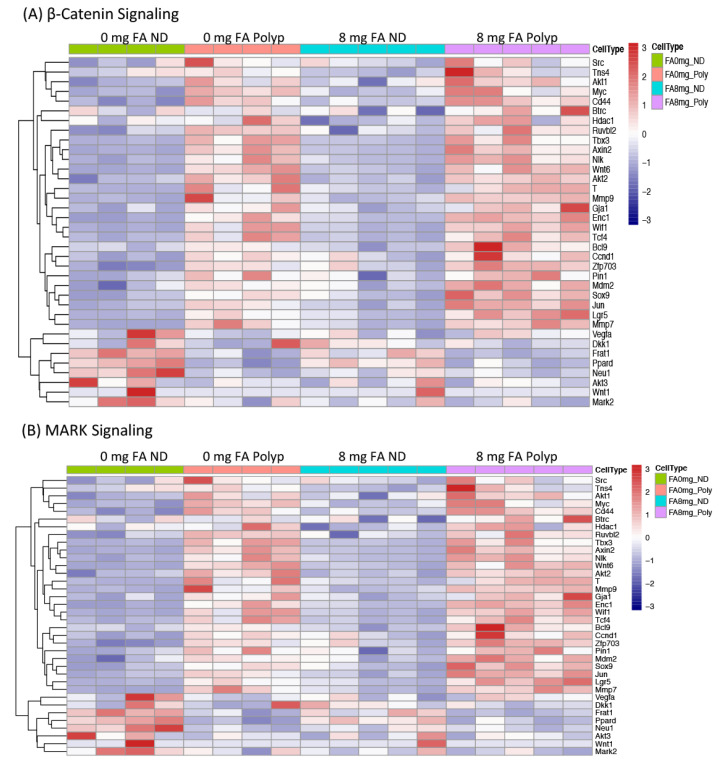
Heatmaps of the expression level of genes in the β-catenin and MAPK pathways. Mice with AOM/DSS-induced colitis were administered 0 mg or 8 mg FA. Epithelial cells from the non-neoplastic colonic mucosa or polypoid lesions were LMD and analyzed by RNA-Seq. The expression of genes associated with (**A**) β-catenin and (**B**) MAPK signaling were profiled for several treatment groups: 0 mg FA-treated non-dysplastic epithelium (0 mg FA ND), 0 mg FA-treated polypoid (0 mg FA Polyp), 8 mg FA-treated non-dysplastic epithelium (8 mg FA ND), and 8 mg FA-treated polypoid (8 mg FA Polyp).

**Figure 11:**
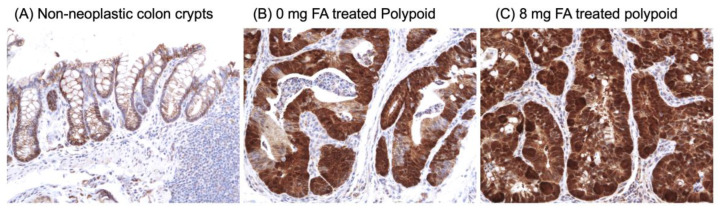
Immunohistochemical staining of β-catenin in the murine colon. Representative images (200×) show (**A**) membrane staining of β-catenin in the non-dysplastic colon and (**B**,**C**) overexpression and nuclear localization of β-catenin in polypoid lesions. Unlike polypoid lesions from mice treated with FA 0 mg, the majority of tumor cells in polypoid lesions from mice treated with FA 8 mg exhibited overexpression or nuclear localization of β-catenin.

**Figure 12:**
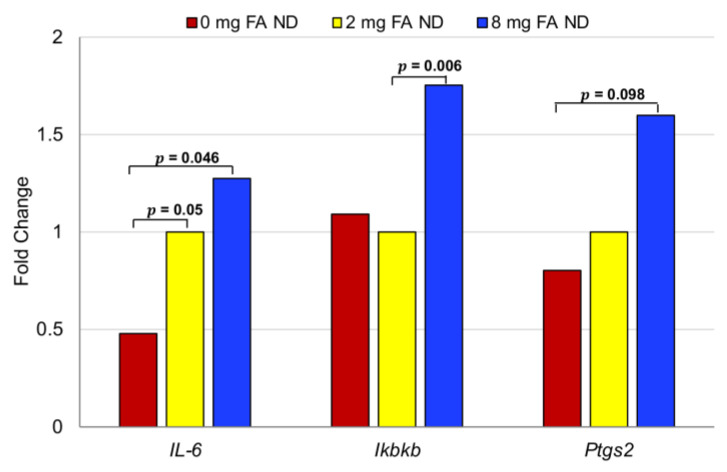
Effects of FA on the expression of inflammatory mediators. The expression level of inflammatory genes was evaluated using LMD non-dysplastic colonic mucosa (ND) from AOM/DSS-treated mice fed 0, 2, or 8 mg FA. Results are expressed as the fold-change in relative levels of each gene transcript for mice receiving varying levels of FA. Statistical analyses were performed using the *t*-test. *n* = 8 per group.

**Figure 13:**
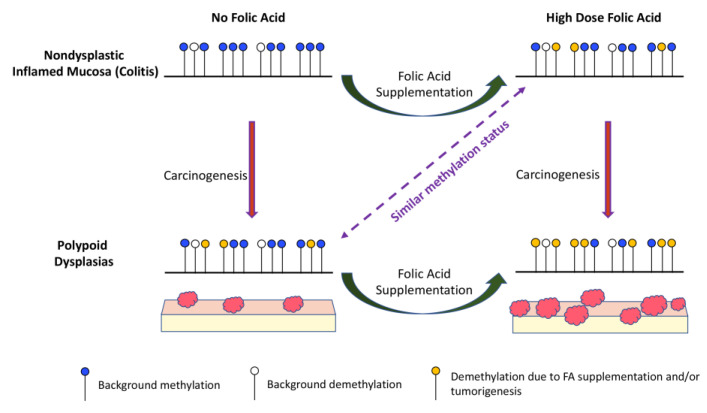
Proposed mechanism by which FA alters DNA methylation and promotes colitis-associated tumorigenesis.

**Table 1:** Genes Both Differentially Expressed * and Differentially Methylated Following FA Supplementation (8 mg/kg vs. 0 mg/kg diet).

A	B	C	D	E	F
Gene	ND ** FA 8 mg/0 mg	Polyp ^ζ^ FA 8 mg/0 mg	8 mg FA Polyp/ND	0 mg FA Polyp/ND	Signaling pathways and/or cellular function
Tbxt (T, Brachyury)	**11.8**	0.9	**4.7**	**61.4**	Wnt target gene [32,33]
Slc4a11	**3.1**	1.0	**3.2**	**10.5**	H^+^(OH^×^) and NH_3_-H^+^ transporter protein; [34] necessary for cell survival [35]
Dusp4 (Mkp-2)	**2.1**	1.4	**4.7**	**7.0**	Negative regulator of MAPK, overexpressed in CRC [36,37]
Spink4	**2.1**	1.1	**0.5**	0.9	Marker for intestinal goblet cells, downregulated in CRC [38,39]
Thbs1 (Tsp1)	**1.7**	1.1	**2.9**	**4.6**	Negative regulator of angiogenesis; [40] increased expression in inflammatory bowel disease [41]
Epha2	**1.8**	0.9	**2.1**	**4.1**	Effector of MAPK signaling and overexpressed in CRC [42,43]
Zfp703	**1.7**	1.3	1.5	**2.0**	Wnt target gene [44]
Enc1	1.4	1.2	**2.1**	**2.4**	Wnt target gene [45]
Atp11a	1.3	1.3	**2.8**	**2.6**	ATPase with higher expression in CRC [46]
Lzts1 (Fez1)	0.8	0.8	**2.0**	**2.1**	Tumor suppressor gene; regulates M phase during cell cycle [47,48]
Tns4 (Cten)	**0.6**	1.2	**2.6**	1.2	Interacts with β-catenin; overexpressed in CRC [49]
Neu1	**0.6**	1.1	0.8	**0.4**	Inhibits β-catenin expression [50]
Rab11fip4	**0.6**	0.9	**0.5**	**0.3**	HIF-1α target gene and effector of RAB11 [39]
Rims4	**0.5**	**0.3**	**0.2**	**0.1**	Maintains Ca^2+^ influx [51]
Fut9	**0.3**	1.1	0.8	**0.3**	Essential in tumor-initiating cells; switched off to enhance the aggressiveness of tumor cells [52]

* Values represent fold-change, as determined using both the Cuffdiff and DESeq2 methods. All values in **bold** are statistically significant (*p* ≤ 0.05). The remainder did not reach statistical significance using either method. *n* = 4–5 per tissue type per treatment group. ** ND = non-dysplastic mucosa; **^ζ^** Polyp = polypoid dysplasia.

## Data Availability

Raw data from the DNA methylation and RNA-Seq analyses have been submitted to the GEO repository. The GEO accession numbers are GSE168975 (DNA methylation) and GSE168525 (RNA-Seq).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers15112949/s1, Table S1: Genes were significantly methylated between 8 mg FA vs. 0 mg FA treated epithelium.

## Abbreviations

FA: folic acid; AOM, azoxymethane; DSS, dextran sulfate sodium; DREAM, Digital Restriction Enzyme Assay of Methylation; CRC, colorectal cancer; H&E, hematoxylin and eosin; LMD, laser microdissected; FFPE, formalin-fixed paraffin-embedded; ND, non-dysplastic epithelium; P or Polyp, polypoid dysplasia.

# Supplementary material for: Folic Acid Supplementation Promotes Hypomethylation in Both the Inflamed Colonic Mucosa and Colitis-Associated Dysplasia
**Source:** Cancers (Basel). 2023 May 27;15(11):2949. doi: 10.3390/cancers15112949
**Supplement:** Supplementary file 1

| Supplemental Table S1. Genes were significantly methylated between 8 mg FA vs. 0 mg FA treated epithelium |                        |                                        |                        |                        |                      |
|-----------------------------------------------------------------------------------------------------------|------------------------|----------------------------------------|------------------------|------------------------|----------------------|
| 411 genes, 347 Cp                                                                                         | 16                     | 344                                    | 133                    | 196 genes (264 CpGs)   |                      |
| <b>CpGs 8N vs 0N</b>                                                                                      | <b>RNA 8N Vs 0N</b>    | <b>Expressed 0N (sum reads &gt;10)</b> | <b>RNA 8P Vs 8N</b>    | <b>RNA 0P vs 0N</b>    | <b>CpGs 0P vs 0N</b> |
| T                                                                                                         | Yes(DESeq2)            | N                                      | Yes(CuffDiff)          | Yes(DESeq2)            | 0                    |
| Slc4a11                                                                                                   | Yes(DESeq2)            | Y                                      | Yes(CuffDiff & DESeq2) | Yes(CuffDiff & DESeq2) | 2                    |
| Epha2                                                                                                     | Yes(DESeq2)            | Y                                      | Yes(CuffDiff & DESeq2) | Yes(CuffDiff & DESeq2) | 1                    |
| Enc1                                                                                                      | Yes(DESeq2)            | Y                                      | Yes(CuffDiff & DESeq2) | Yes(CuffDiff & DESeq2) | 0                    |
| Rab11fip4                                                                                                 | Yes(DESeq2)            | Y                                      | Yes(CuffDiff & DESeq2) | Yes(CuffDiff & DESeq2) | 0                    |
| Atp11a                                                                                                    | Yes(DESeq2)            | Y                                      | Yes(CuffDiff & DESeq2) | Yes(CuffDiff & DESeq2) | 0                    |
| Zfp703                                                                                                    | Yes(DESeq2)            | Y                                      | No                     | Yes(CuffDiff & DESeq2) | 0                    |
| Rims4                                                                                                     | Yes(CuffDiff)          | Y                                      | Yes(DESeq2)            | Yes(CuffDiff & DESeq2) | 1                    |
| Lzts1                                                                                                     | Yes(CuffDiff)          | Y                                      | Yes(CuffDiff & DESeq2) | Yes(DESeq2)            | 0                    |
| Dusp4                                                                                                     | Yes(CuffDiff)          | Y                                      | Yes(CuffDiff & DESeq2) | Yes(CuffDiff & DESeq2) | 3                    |
| Spink4                                                                                                    | Yes(CuffDiff)          | Y                                      | Yes(CuffDiff & DESeq2) | No                     | 1                    |
| Tns4                                                                                                      | Yes(CuffDiff)          | Y                                      | Yes(CuffDiff & DESeq2) | No                     | 2                    |
| Fut9                                                                                                      | Yes(CuffDiff)          | Y                                      | No                     | Yes(CuffDiff & DESeq2) | 2                    |
| Neu1                                                                                                      | Yes(CuffDiff & DESeq2) | Y                                      | Yes(DESeq2)            | Yes(CuffDiff & DESeq2) | 2                    |
| Thbs1                                                                                                     | Yes(CuffDiff & DESeq2) | Y                                      | Yes(CuffDiff & DESeq2) | Yes(CuffDiff & DESeq2) | 2                    |
| Arntl                                                                                                     | No                     | Y                                      | Yes(DESeq2)            | No                     | 2                    |
| Accn1                                                                                                     | No                     | Y                                      | Yes(DESeq2)            | No                     | 0                    |
| Foxg1                                                                                                     | No                     | Y                                      | Yes(DESeq2)            | Yes(DESeq2)            | 0                    |
| Il1r2                                                                                                     | No                     | Y                                      | Yes(DESeq2)            | Yes(DESeq2)            | 0                    |
| Trim29                                                                                                    | No                     | Y                                      | Yes(DESeq2)            | Yes(DESeq2)            | 1                    |
| Gata4                                                                                                     | No                     | Y                                      | Yes(DESeq2)            | Yes(DESeq2)            | 0                    |
| Cdh4                                                                                                      | No                     | Y                                      | Yes(DESeq2)            | No                     | 1                    |
| Zbtb32                                                                                                    | No                     | Y                                      | Yes(DESeq2)            | No                     | 1                    |
| Tbx4                                                                                                      | No                     | Y                                      | Yes(DESeq2)            | Yes(DESeq2)            | 0                    |
| Crybb3                                                                                                    | No                     | Y                                      | Yes(DESeq2)            | No                     | 0                    |
| Ptch2                                                                                                     | No                     | Y                                      | Yes(DESeq2)            | Yes(DESeq2)            | 2                    |
| Mapk10                                                                                                    | No                     | Y                                      | Yes(DESeq2)            | Yes(DESeq2)            | 0                    |
| Syt2                                                                                                      | No                     | Y                                      | Yes(DESeq2)            | Yes(DESeq2)            | 0                    |
| Hrc                                                                                                       | No                     | Y                                      | Yes(DESeq2)            | No                     | 1                    |
| Lrp11                                                                                                     | No                     | Y                                      | Yes(DESeq2)            | Yes(DESeq2)            | 0                    |

|               |    |   |             |                        |   |
|---------------|----|---|-------------|------------------------|---|
| 2310050B05Rik | No | Y | Yes(DESeq2) | Yes(DESeq2)            | 1 |
| Foxl1         | No | Y | Yes(DESeq2) | Yes(DESeq2)            | 1 |
| Lmx1a         | No | Y | Yes(DESeq2) | Yes(DESeq2)            | 0 |
| Edn2          | No | Y | Yes(DESeq2) | Yes(DESeq2)            | 0 |
| Hkdc1         | No | Y | Yes(DESeq2) | Yes(DESeq2)            | 2 |
| Ccdc39        | No | Y | Yes(DESeq2) | Yes(DESeq2)            | 0 |
| Zfpm1         | No | Y | Yes(DESeq2) | Yes(DESeq2)            | 5 |
| Adrb1         | No | Y | Yes(DESeq2) | Yes(DESeq2)            | 0 |
| Zfp637        | No | Y | Yes(DESeq2) | Yes(DESeq2)            | 1 |
| Gpr146        | No | Y | Yes(DESeq2) | No                     | 0 |
| Chchd5        | No | Y | Yes(DESeq2) | No                     | 1 |
| Pdzd3         | No | Y | Yes(DESeq2) | Yes(DESeq2)            | 1 |
| Olfm1         | No | Y | Yes(DESeq2) | Yes(DESeq2)            | 1 |
| Gas8          | No | Y | Yes(DESeq2) | Yes(DESeq2)            | 0 |
| Usp2          | No | Y | Yes(DESeq2) | Yes(CuffDiff & DESeq2) | 0 |
| Fam108a       | No | Y | Yes(DESeq2) | No                     | 0 |
| Mon1a         | No | Y | Yes(DESeq2) | No                     | 0 |
| Cspg4         | No | Y | Yes(DESeq2) | Yes(DESeq2)            | 0 |
| Palm          | No | Y | Yes(DESeq2) | No                     | 0 |
| Phf16         | No | Y | Yes(DESeq2) | Yes(DESeq2)            | 1 |
| Nkx2-3        | No | Y | Yes(DESeq2) | No                     | 0 |
| Cntrob        | No | Y | Yes(DESeq2) | Yes(DESeq2)            | 2 |
| Dpep1         | No | Y | Yes(DESeq2) | Yes(DESeq2)            | 1 |
| Cygb          | No | Y | Yes(DESeq2) | No                     | 1 |
| Kctd5         | No | Y | Yes(DESeq2) | Yes(DESeq2)            | 0 |
| Sephs1        | No | Y | Yes(DESeq2) | Yes(DESeq2)            | 0 |
| Prkag1        | No | Y | Yes(DESeq2) | No                     | 0 |
| Camta1        | No | Y | Yes(DESeq2) | Yes(DESeq2)            | 2 |
| Fgd5          | No | Y | Yes(DESeq2) | Yes(DESeq2)            | 1 |
| Nfatc2        | No | Y | Yes(DESeq2) | Yes(DESeq2)            | 3 |
| Zfp395        | No | Y | Yes(DESeq2) | Yes(CuffDiff & DESeq2) | 0 |
| lqsec2        | No | Y | Yes(DESeq2) | Yes(CuffDiff & DESeq2) | 1 |
| Mst1r         | No | Y | Yes(DESeq2) | Yes(DESeq2)            | 0 |
| Cul4b         | No | Y | Yes(DESeq2) | No                     | 2 |
| Chmp1a        | No | Y | Yes(DESeq2) | No                     | 1 |

|          |    |   |             |                        |   |
|----------|----|---|-------------|------------------------|---|
| Tenc1    | No | Y | Yes(DESeq2) | Yes(CuffDiff & DESeq2) | 0 |
| Liph     | No | Y | Yes(DESeq2) | No                     | 2 |
| Atp6v1b2 | No | Y | Yes(DESeq2) | Yes(DESeq2)            | 0 |
| Irs2     | No | Y | Yes(DESeq2) | Yes(CuffDiff & DESeq2) | 0 |
| Trp53bp2 | No | Y | Yes(DESeq2) | Yes(DESeq2)            | 1 |
| Arhgef16 | No | Y | Yes(DESeq2) | No                     | 0 |
| Dip2a    | No | Y | Yes(DESeq2) | Yes(CuffDiff & DESeq2) | 0 |
| Vamp3    | No | Y | Yes(DESeq2) | Yes(DESeq2)            | 2 |
| Pcyt1a   | No | Y | Yes(DESeq2) | Yes(DESeq2)            | 1 |
| Zadh2    | No | Y | Yes(DESeq2) | Yes(CuffDiff & DESeq2) | 1 |
| Kank2    | No | Y | Yes(DESeq2) | Yes(CuffDiff & DESeq2) | 0 |
| Atp8a2   | No | Y | Yes(DESeq2) | Yes(DESeq2)            | 0 |
| Dock6    | No | Y | Yes(DESeq2) | Yes(DESeq2)            | 0 |
| Pecam1   | No | Y | Yes(DESeq2) | No                     | 1 |
| Ndr1     | No | Y | Yes(DESeq2) | No                     | 0 |
| Crim1    | No | Y | Yes(DESeq2) | Yes(CuffDiff & DESeq2) | 0 |
| Tom1l2   | No | Y | Yes(DESeq2) | Yes(CuffDiff & DESeq2) | 0 |
| Rbms1    | No | Y | Yes(DESeq2) | Yes(DESeq2)            | 2 |
| Arhgap26 | No | Y | Yes(DESeq2) | Yes(CuffDiff & DESeq2) | 1 |
| L1cam    | No | Y | Yes(DESeq2) | Yes(DESeq2)            | 0 |
| H2afy    | No | Y | Yes(DESeq2) | Yes(DESeq2)            | 1 |
| Csrp1    | No | Y | Yes(DESeq2) | No                     | 0 |
| Golph3   | No | Y | Yes(DESeq2) | Yes(DESeq2)            | 1 |
| Tmed2    | No | Y | Yes(DESeq2) | No                     | 0 |
| Eps8l3   | No | Y | Yes(DESeq2) | Yes(CuffDiff & DESeq2) | 0 |
| Gapvd1   | No | Y | Yes(DESeq2) | No                     | 0 |
| Sec16a   | No | Y | Yes(DESeq2) | No                     | 0 |
| Sec63    | No | Y | Yes(DESeq2) | Yes(DESeq2)            | 0 |
| Nr3c1    | No | Y | Yes(DESeq2) | Yes(CuffDiff & DESeq2) | 1 |
| Ppp1r15b | No | Y | Yes(DESeq2) | Yes(DESeq2)            | 1 |
| Cyt5a    | No | Y | Yes(DESeq2) | No                     | 1 |
| Krt8     | No | Y | Yes(DESeq2) | No                     | 1 |
| Btbd17   | No | N | Yes(DESeq2) | Yes(DESeq2)            | 0 |
| Wnt7b    | No | N | Yes(DESeq2) | Yes(DESeq2)            | 0 |
| Rhpn1    | No | N | Yes(DESeq2) | No                     | 1 |

|               |    |   |                        |                        |   |
|---------------|----|---|------------------------|------------------------|---|
| 9830001H06Rik | No | Y | Yes(CuffDiff)          | Yes(DESeq2)            | 0 |
| Ccna2         | No | Y | Yes(CuffDiff)          | Yes(DESeq2)            | 0 |
| Itpr12        | No | Y | Yes(CuffDiff)          | Yes(CuffDiff & DESeq2) | 1 |
| Robo2         | No | Y | Yes(CuffDiff)          | No                     | 0 |
| Fst           | No | Y | Yes(CuffDiff & DESeq2) | Yes(CuffDiff & DESeq2) | 0 |
| Grhl3         | No | Y | Yes(CuffDiff & DESeq2) | Yes(DESeq2)            | 2 |
| Mycn          | No | Y | Yes(CuffDiff & DESeq2) | No                     | 0 |
| Slc26a10      | No | Y | Yes(CuffDiff & DESeq2) | Yes(CuffDiff)          | 0 |
| Phlda3        | No | Y | Yes(CuffDiff & DESeq2) | Yes(CuffDiff & DESeq2) | 0 |
| Rasl11b       | No | Y | Yes(CuffDiff & DESeq2) | Yes(CuffDiff & DESeq2) | 0 |
| B3gnt6        | No | Y | Yes(CuffDiff & DESeq2) | Yes(CuffDiff)          | 3 |
| Grasp         | No | Y | Yes(CuffDiff & DESeq2) | Yes(DESeq2)            | 1 |
| Cd79b         | No | Y | Yes(CuffDiff & DESeq2) | No                     | 1 |
| Ppfia3        | No | Y | Yes(CuffDiff & DESeq2) | Yes(CuffDiff & DESeq2) | 0 |
| Zdhhc14       | No | Y | Yes(CuffDiff & DESeq2) | Yes(CuffDiff & DESeq2) | 1 |
| Chst11        | No | Y | Yes(CuffDiff & DESeq2) | Yes(CuffDiff & DESeq2) | 1 |
| Sntg2         | No | Y | Yes(CuffDiff & DESeq2) | Yes(CuffDiff & DESeq2) | 0 |
| Cadm1         | No | Y | Yes(CuffDiff & DESeq2) | Yes(CuffDiff & DESeq2) | 1 |
| Galm          | No | Y | Yes(CuffDiff & DESeq2) | Yes(CuffDiff & DESeq2) | 0 |
| Epb4.1l4a     | No | Y | Yes(CuffDiff & DESeq2) | No                     | 0 |
| Slc41a1       | No | Y | Yes(CuffDiff & DESeq2) | Yes(CuffDiff & DESeq2) | 0 |
| Pogk          | No | Y | Yes(CuffDiff & DESeq2) | Yes(DESeq2)            | 2 |
| Arhgap24      | No | Y | Yes(CuffDiff & DESeq2) | Yes(CuffDiff)          | 0 |
| Irf4          | No | Y | Yes(CuffDiff & DESeq2) | Yes(DESeq2)            | 0 |
| Lamc2         | No | Y | Yes(CuffDiff & DESeq2) | Yes(CuffDiff & DESeq2) | 1 |
| Mta1          | No | Y | Yes(CuffDiff & DESeq2) | Yes(DESeq2)            | 1 |
| Znrf3         | No | Y | Yes(CuffDiff & DESeq2) | Yes(CuffDiff & DESeq2) | 1 |
| Bcl9          | No | Y | Yes(CuffDiff & DESeq2) | Yes(DESeq2)            | 0 |
| Notch1        | No | Y | Yes(CuffDiff & DESeq2) | Yes(DESeq2)            | 0 |
| Pck1          | No | Y | Yes(CuffDiff & DESeq2) | Yes(CuffDiff & DESeq2) | 1 |
| Cdx1          | No | Y | Yes(CuffDiff & DESeq2) | Yes(CuffDiff & DESeq2) | 0 |
| Map4k4        | No | Y | Yes(CuffDiff & DESeq2) | Yes(CuffDiff & DESeq2) | 2 |
| Slc44a4       | No | Y | Yes(CuffDiff & DESeq2) | Yes(CuffDiff & DESeq2) | 2 |
| Dgkh          | No | Y | Yes(CuffDiff & DESeq2) | Yes(CuffDiff & DESeq2) | 0 |
| Irx4          | No | N | Yes(CuffDiff & DESeq2) | Yes(CuffDiff & DESeq2) | 0 |

|               |    |   |    |                        |   |
|---------------|----|---|----|------------------------|---|
| Adam18        | No | Y | No | No                     | 0 |
| Scn4a         | No | Y | No | No                     | 1 |
| Frmpd3        | No | Y | No | No                     | 0 |
| Loxhd1        | No | Y | No | No                     | 1 |
| Osta          | No | Y | No | No                     | 1 |
| Dazl          | No | Y | No | No                     | 1 |
| Nupl1         | No | Y | No | No                     | 0 |
| Gpr123        | No | Y | No | No                     | 0 |
| Tmem17        | No | Y | No | No                     | 0 |
| Gm10941       | No | Y | No | No                     | 0 |
| Ggn           | No | Y | No | No                     | 0 |
| Rxrg          | No | Y | No | No                     | 0 |
| Slit1         | No | Y | No | No                     | 2 |
| Dlgap3        | No | Y | No | No                     | 0 |
| Col4a4        | No | Y | No | No                     | 0 |
| Gm5424        | No | Y | No | No                     | 0 |
| Proc          | No | Y | No | No                     | 0 |
| Slc13a3       | No | Y | No | No                     | 0 |
| Tspan10       | No | Y | No | No                     | 0 |
| Fam19a5       | No | Y | No | No                     | 0 |
| T2            | No | Y | No | No                     | 0 |
| Dbc1          | No | Y | No | No                     | 0 |
| Lrp1b         | No | Y | No | No                     | 0 |
| E130012A19Rik | No | Y | No | Yes(CuffDiff & DESeq2) | 0 |
| Ccr7          | No | Y | No | No                     | 2 |
| Rasl10b       | No | Y | No | No                     | 0 |
| Kcnh1         | No | Y | No | No                     | 0 |
| Fmod          | No | Y | No | No                     | 1 |
| Slc2a6        | No | Y | No | No                     | 0 |
| Krt80         | No | Y | No | No                     | 0 |
| Atcay         | No | Y | No | No                     | 1 |
| Hipk4         | No | Y | No | No                     | 1 |
| 2210417A02Rik | No | Y | No | No                     | 1 |
| St8sia5       | No | Y | No | No                     | 1 |
| Srcin1        | No | Y | No | No                     | 0 |

|               |    |   |    |             |   |
|---------------|----|---|----|-------------|---|
| Eomes         | No | Y | No | No          | 0 |
| Ldhal6b       | No | Y | No | No          | 1 |
| 4833422F24Rik | No | Y | No | No          | 0 |
| Slc26a6       | No | Y | No | No          | 0 |
| Tusc1         | No | Y | No | No          | 0 |
| Slc36a2       | No | Y | No | No          | 1 |
| Celsr3        | No | Y | No | No          | 0 |
| BC002163      | No | Y | No | No          | 1 |
| Fam65c        | No | Y | No | No          | 0 |
| Eda           | No | Y | No | No          | 0 |
| Vmn2r99       | No | Y | No | No          | 1 |
| 4930590J08Rik | No | Y | No | No          | 1 |
| Abcg8         | No | Y | No | No          | 0 |
| Bend7         | No | Y | No | Yes(DESeq2) | 0 |
| 1200009I06Rik | No | Y | No | No          | 0 |
| Slc41a3       | No | Y | No | No          | 0 |
| Col11a2       | No | Y | No | Yes(DESeq2) | 0 |
| Meox1         | No | Y | No | No          | 1 |
| Obscn         | No | Y | No | No          | 3 |
| Ido1          | No | Y | No | No          | 0 |
| Prx           | No | Y | No | No          | 1 |
| Gm885         | No | Y | No | No          | 1 |
| Ikzf4         | No | Y | No | No          | 0 |
| Pde6g         | No | Y | No | No          | 0 |
| Pfn2          | No | Y | No | Yes(DESeq2) | 1 |
| Fosb          | No | Y | No | No          | 1 |
| Prdm16        | No | Y | No | No          | 1 |
| Cacna1i       | No | Y | No | No          | 0 |
| Slc46a3       | No | Y | No | No          | 2 |
| Pdzd4         | No | Y | No | No          | 0 |
| Evx2          | No | Y | No | No          | 1 |
| Egr3          | No | Y | No | No          | 1 |
| Asf1b         | No | Y | No | No          | 0 |
| Iqsec3        | No | Y | No | No          | 0 |
| Pou3f2        | No | Y | No | No          | 0 |

|               |    |   |    |                        |   |
|---------------|----|---|----|------------------------|---|
| Fam83d        | No | Y | No | No                     | 1 |
| Fstl3         | No | Y | No | No                     | 0 |
| Rps19bp1      | No | Y | No | No                     | 0 |
| Jdp2          | No | Y | No | No                     | 1 |
| 8430419L09Rik | No | Y | No | No                     | 1 |
| Oas3          | No | Y | No | No                     | 0 |
| Mtus2         | No | Y | No | Yes(DESeq2)            | 2 |
| Neil2         | No | Y | No | No                     | 1 |
| Suox          | No | Y | No | No                     | 0 |
| Rilpl1        | No | Y | No | No                     | 0 |
| Efemp2        | No | Y | No | Yes(DESeq2)            | 0 |
| Mus81         | No | Y | No | No                     | 0 |
| Alg1          | No | Y | No | No                     | 1 |
| Kynu          | No | Y | No | No                     | 0 |
| 2610301B20Rik | No | Y | No | No                     | 0 |
| Dtd1          | No | Y | No | No                     | 2 |
| Ror2          | No | Y | No | No                     | 1 |
| Hic1          | No | Y | No | No                     | 1 |
| Prdx4         | No | Y | No | No                     | 0 |
| Thap1         | No | Y | No | No                     | 0 |
| Ube2g2        | No | Y | No | No                     | 0 |
| Miat          | No | Y | No | No                     | 1 |
| Zbtb45        | No | Y | No | No                     | 1 |
| Adck1         | No | Y | No | No                     | 2 |
| Cxcr7         | No | Y | No | Yes(DESeq2)            | 2 |
| Plxna4        | No | Y | No | No                     | 1 |
| Cdk18         | No | Y | No | Yes(CuffDiff & DESeq2) | 0 |
| Trib2         | No | Y | No | No                     | 0 |
| Katnal1       | No | Y | No | No                     | 1 |
| Myo1g         | No | Y | No | No                     | 0 |
| Nufip1        | No | Y | No | Yes(DESeq2)            | 1 |
| Grid1         | No | Y | No | No                     | 0 |
| 2410131K14Rik | No | Y | No | No                     | 0 |
| Anpep         | No | Y | No | No                     | 1 |
| Vmn2r112      | No | Y | No | No                     | 1 |

|               |    |   |    |                        |   |
|---------------|----|---|----|------------------------|---|
| Ncdn          | No | Y | No | No                     | 0 |
| Rin3          | No | Y | No | No                     | 1 |
| Rhbdf2        | No | Y | No | Yes(CuffDiff & DESeq2) | 1 |
| Unc13d        | No | Y | No | No                     | 0 |
| Arhgap23      | No | Y | No | Yes(CuffDiff & DESeq2) | 0 |
| Ap1s1         | No | Y | No | No                     | 0 |
| Tmem18        | No | Y | No | No                     | 0 |
| Runx3         | No | Y | No | No                     | 0 |
| Exosc9        | No | Y | No | Yes(DESeq2)            | 0 |
| Lrsam1        | No | Y | No | No                     | 2 |
| Fam109a       | No | Y | No | Yes(DESeq2)            | 0 |
| Dtnbp1        | No | Y | No | No                     | 0 |
| Tada1         | No | Y | No | No                     | 2 |
| 1500002O20Rik | No | Y | No | No                     | 2 |
| Slc29a3       | No | Y | No | Yes(DESeq2)            | 1 |
| Dhx35         | No | Y | No | Yes(DESeq2)            | 1 |
| Plbd2         | No | Y | No | No                     | 0 |
| Zbtb34        | No | Y | No | No                     | 1 |
| Pofut2        | No | Y | No | No                     | 0 |
| Fam86         | No | Y | No | No                     | 1 |
| Med24         | No | Y | No | No                     | 0 |
| Rxrb          | No | Y | No | No                     | 0 |
| Scfd2         | No | Y | No | Yes(DESeq2)            | 0 |
| Spryd3        | No | Y | No | No                     | 0 |
| Stx8          | No | Y | No | No                     | 1 |
| 1110059E24Rik | No | Y | No | No                     | 0 |
| Cep152        | No | Y | No | No                     | 0 |
| 4933431E20Rik | No | Y | No | Yes(CuffDiff)          | 0 |
| Cd37          | No | Y | No | No                     | 1 |
| Mcts1         | No | Y | No | No                     | 2 |
| Kremen1       | No | Y | No | Yes(DESeq2)            | 1 |
| Pja1          | No | Y | No | No                     | 1 |
| Pomp          | No | Y | No | Yes(DESeq2)            | 2 |
| Fbxl18        | No | Y | No | No                     | 0 |
| Lphn1         | No | Y | No | No                     | 0 |

|         |    |   |    |                        |   |
|---------|----|---|----|------------------------|---|
| Fam55d  | No | Y | No | No                     | 1 |
| Sptlc1  | No | Y | No | No                     | 1 |
| Satb1   | No | Y | No | Yes(CuffDiff)          | 1 |
| Srebf1  | No | Y | No | Yes(CuffDiff & DESeq2) | 0 |
| Rgs3    | No | Y | No | No                     | 0 |
| Wbp2    | No | Y | No | No                     | 0 |
| Flt1    | No | Y | No | No                     | 2 |
| Pdzd2   | No | Y | No | No                     | 1 |
| Pla2r1  | No | Y | No | No                     | 0 |
| Psmd3   | No | Y | No | Yes(CuffDiff & DESeq2) | 2 |
| Hn1l    | No | Y | No | No                     | 1 |
| Syf2    | No | Y | No | No                     | 0 |
| Fbrsl1  | No | Y | No | No                     | 1 |
| Idh2    | No | Y | No | No                     | 1 |
| Zbtb43  | No | Y | No | Yes(DESeq2)            | 1 |
| Bcl9l   | No | Y | No | Yes(DESeq2)            | 0 |
| Zfp710  | No | Y | No | No                     | 3 |
| Fam129b | No | Y | No | Yes(DESeq2)            | 2 |
| Itgb6   | No | Y | No | No                     | 2 |
| Cep164  | No | Y | No | No                     | 0 |
| Trps1   | No | Y | No | No                     | 0 |
| Anxa8   | No | Y | No | No                     | 0 |
| Psmd7   | No | Y | No | Yes(DESeq2)            | 0 |
| Aldh1l1 | No | Y | No | No                     | 0 |
| Scml4   | No | Y | No | No                     | 0 |
| Mapkap1 | No | Y | No | Yes(DESeq2)            | 0 |
| Poldip3 | No | Y | No | No                     | 1 |
| Osbp13  | No | Y | No | No                     | 2 |
| Ophn1   | No | Y | No | No                     | 0 |
| Bcr     | No | Y | No | No                     | 1 |
| Slc2a1  | No | Y | No | No                     | 0 |
| Fbn1    | No | Y | No | No                     | 0 |
| Tsc1    | No | Y | No | Yes(DESeq2)            | 1 |
| Akt1    | No | Y | No | Yes(DESeq2)            | 0 |
| Tbc1d5  | No | Y | No | No                     | 0 |

|               |    |   |    |                        |   |
|---------------|----|---|----|------------------------|---|
| Tsc22d2       | No | Y | No | No                     | 1 |
| Mapk8ip3      | No | Y | No | No                     | 1 |
| Capn5         | No | Y | No | No                     | 3 |
| Rcor3         | No | Y | No | Yes(DESeq2)            | 0 |
| Fech          | No | Y | No | No                     | 1 |
| Ano6          | No | Y | No | No                     | 1 |
| Rgnef         | No | Y | No | No                     | 1 |
| Rp2h          | No | Y | No | No                     | 1 |
| Nars          | No | Y | No | Yes(DESeq2)            | 1 |
| Ppp1r9b       | No | Y | No | Yes(DESeq2)            | 0 |
| Tshz1         | No | Y | No | Yes(CuffDiff & DESeq2) | 1 |
| 4933407C03Rik | No | Y | No | No                     | 1 |
| Nptn          | No | Y | No | No                     | 2 |
| Lamc1         | No | Y | No | Yes(DESeq2)            | 1 |
| Rnu12         | No | Y | No | No                     | 1 |
| Cic           | No | Y | No | No                     | 0 |
| Gcn1l1        | No | Y | No | No                     | 2 |
| Col6a2        | No | Y | No | No                     | 1 |
| Wbp7          | No | Y | No | No                     | 1 |
| Pcnt          | No | Y | No | No                     | 0 |
| Ahctf1        | No | Y | No | No                     | 2 |
| Lcor          | No | Y | No | No                     | 2 |
| Wac           | No | Y | No | No                     | 0 |
| Med13l        | No | Y | No | No                     | 2 |
| Mfsd4         | No | Y | No | No                     | 0 |
| Foxn3         | No | Y | No | No                     | 2 |
| Tsc22d1       | No | Y | No | No                     | 1 |
| Anapc1        | No | Y | No | No                     | 1 |
| Pbx1          | No | Y | No | No                     | 1 |
| Yipf6         | No | Y | No | No                     | 0 |
| Txnrd1        | No | Y | No | Yes(DESeq2)            | 1 |
| Elf3          | No | Y | No | No                     | 1 |
| Cdc42bpa      | No | Y | No | Yes(CuffDiff & DESeq2) | 2 |
| Tnrc18        | No | Y | No | No                     | 0 |
| Lass4         | No | Y | No | Yes(CuffDiff)          | 0 |

|               |    |   |    |             |   |
|---------------|----|---|----|-------------|---|
| Ttc14         | No | Y | No | No          | 0 |
| Fndc3a        | No | Y | No | Yes(DESeq2) | 1 |
| Rplp0         | No | Y | No | No          | 2 |
| Mll2          | No | Y | No | No          | 0 |
| Pebp4         | No | N | No | No          | 1 |
| Fgf16         | No | N | No | No          | 0 |
| Mir139        | No | N | No | No          | 1 |
| Ii25          | No | N | No | No          | 1 |
| Tmem8c        | No | N | No | No          | 0 |
| Actrt2        | No | N | No | No          | 1 |
| Mir719        | No | N | No | No          | 0 |
| Gk2           | No | N | No | No          | 0 |
| Mir346        | No | N | No | No          | 0 |
| Mir760        | No | N | No | No          | 1 |
| Samd7         | No | N | No | No          | 2 |
| Adm2          | No | N | No | No          | 0 |
| Fgf8          | No | N | No | No          | 1 |
| Sox3          | No | N | No | No          | 0 |
| Mir383        | No | N | No | No          | 0 |
| 2200002J24Rik | No | N | No | No          | 0 |
| Olfm4         | No | N | No | Yes(DESeq2) | 1 |
| Gm11202       | No | N | No | No          | 0 |
| Cyp2c29       | No | N | No | No          | 0 |
| Fbxo16        | No | N | No | No          | 0 |
| Cyp2c66       | No | N | No | No          | 0 |
| Fam178b       | No | N | No | No          | 0 |
| C130026L21Rik | No | N | No | No          | 1 |
| Cacng1        | No | N | No | No          | 2 |
| Fam163b       | No | N | No | No          | 2 |
| Ifna9         | No | N | No | No          | 0 |
| Wbscr28       | No | N | No | No          | 0 |
| Cmtm5         | No | N | No | No          | 1 |
| 4930571K23Rik | No | N | No | No          | 1 |
| Lhx4          | No | N | No | No          | 2 |
| Tekt4         | No | N | No | No          | 1 |

|               |    |   |    |    |   |
|---------------|----|---|----|----|---|
| 1700073E17Rik | No | N | No | No | 1 |
| LOC16697      | No | N | No | No | 0 |
| Lrriq4        | No | N | No | No | 2 |
| Nkx6-2        | No | N | No | No | 0 |
| Gucy2e        | No | N | No | No | 2 |
| Prrxl1        | No | N | No | No | 1 |
| Vgf           | No | N | No | No | 0 |
| Spaca3        | No | N | No | No | 0 |
| Mir691        | No | N | No | No | 0 |
| Gm6484        | No | N | No | No | 0 |
| B3gat1        | No | N | No | No | 0 |
| Tmem28        | No | N | No | No | 1 |
| D030018L15Rik | No | N | No | No | 1 |
| Tnfsf4        | No | N | No | No | 1 |
| Gas2l2        | No | N | No | No | 0 |
| Nmur2         | No | N | No | No | 0 |
| A530053G22Rik | No | N | No | No | 1 |
| Vmn2r98       | No | N | No | No | 1 |
| Sds           | No | N | No | No | 0 |
| Alppl2        | No | N | No | No | 0 |
| Egr4          | No | N | No | No | 0 |
| 1700096J18Rik | No | N | No | No | 0 |
| Oas1e         | No | N | No | No | 0 |
| Sgcz          | No | N | No | No | 0 |
| Vmn1r27       | No | N | No | No | 3 |
| 1700026L06Rik | No | N | No | No | 1 |
| Slc24a4       | No | N | No | No | 1 |
| Cyp3a11       | No | N | No | No | 0 |
| Cdh23         | No | N | No | No | 0 |
| Kcne1         | No | N | No | No | 2 |
| Antxrl        | No | N | No | No | 1 |

How the deposited data were processed for this re-analysis (not part of the article)

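DNA methylation was measured by DREAM in 43 libraries of laser-microdissected mouse colon: non-dysplastic epithelium on 0, 2 and 8 mg FA in the first cohort (5, 7 and 6 libraries), and in the second cohort non-dysplastic epithelium and polypoid dysplasia on 0 mg FA (6 and 6) and 8 mg FA (6 and 7). Diet, tissue, cohort and mouse number were taken from the sample labels, and the pairing of polyps with epithelium rests on those mouse numbers. Mice 1807, 1809, 1820, 1830, 1841, 1848, 1856 and 1858 had epithelium libraries in both cohorts, so the cohorts are not independent.

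The authors mapped the reads and deposited, for 173449 CCCGGG sites on mm9 and 18 spiked standards, the counts of methylated and unmethylated reads, the raw methylation percent and a methylation percent adjusted with the standards. The paper's methods name the human genome for mapping, while the sites are named for mm9. It was checked that total counts are the sum of both kinds, that the raw percent is the methylated share of reads, and that the adjusted percent follows from the raw one by a single odds factor per library.

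From these files, per-site comparisons and per-library means were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and moderated tests with limma 3.58.1 in R 4.3.3. A site was compared when it had at least 20 reads in every library of both groups, and called when its two-sided equal-variance test gave an unadjusted p under 0.05 and the group means differed by more than 5 percentage points, as in the paper. The coverage minimum and the equal variances were set here because the paper's text does not name them. Means over sites were compared by exact permutation tests over all assignments of libraries to groups, and by sign flips within mice where paired. The dose slope was tested over all assignments of 18 libraries to 3 diets. Intervals are 95% Wilson intervals. Reads on sites ranged from 1488920 to 16923453 per library. Intervals cover counting error only. All permutation and sign-flip tests are two-sided.

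The per-site tests were tested on simulated data with the real coverage of 8ND and 0ND: of 200 sites lowered by 15 percentage points, 175 were called (87.5%), with 120 calls among 13275 unchanged sites (0.904%). With Benjamini-Hochberg adjustment 1 of the 200 was called. That low power holds for the settings simulated, which are the 200 changed sites, the drop of 15 points and an assumed spread between libraries. Group size alone does not decide it: between 8P and 0ND, with 7 against 6 libraries, 331 sites passed the adjustment. The simulation therefore cannot tell whether lack of power explains the comparisons in which 0 sites passed.

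Sites were to be tested in repeat and unique sequences separately. The files list sites by position only and the genome used here is a later build than mm9, so the rule fixed beforehand was followed and all sites were analyzed together. For the same reason sites were not assigned to genes, and the genes of Table 1 and Table S1 are not analysed here. The sites named are the 5 with the largest difference between 8ND and 0ND of the first cohort among called sites whose groups do not overlap, chosen by a rule set beforehand for unique sequences and applied to all sites. The samples of Fig. 7 and the RNA-Seq samples are not analysed here. The labels name epithelium only, so it cannot be told whether libraries of Fig. 6 are among those analysed, and Fig. 6 is not compared.

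Alternatives set beforehand were coverage minimums of 10 and 50, sites covered in at least 3 libraries per group, limma, an exact test per site, Benjamini-Hochberg adjustment, centring of each library, mouse blocks, epithelium of both cohorts, averaging of both lesions of mouse 1856, leaving out its 8ND library, leaving out each replicate in the first cohort, pooled counts and medians. Raw percentages, a quasi-binomial logistic model of the counts with the adjustment factor as offset, and restriction by library type (under 8% of reads on the 100 most-read sites, or under 30% of reads on standards) were added after the files were seen.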

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

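The test of the adjustment for the change from epithelium to polyp was chosen after the result was seen. Gaps between 1 library and the rest of its group were looked for in 21 sets of values, and 4 were found where chance gives about 1.

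The change from epithelium to polyp differed between diets. Over 8232 sites the mean fell by 1.46 percentage points in 0P relative to 0ND, in 6 of 6 mice. It fell by 0.553 points in 8P relative to 8ND, in 5 of 6 mice. The latter count depends on the sites. Over the 9969 sites compared between 8P and 8ND, mice 1830 and 1841 were higher in the polyp, by 0.387 and 0.0416 points. Over the 8232 sites the difference of the changes was 0.912 points (exact permutation p = 0.0368). On the raw percentages it was 0.606 points with an exact permutation p of 0.305, so the direction holds without the authors' adjustment but the test does not pass. The 8P libraries had the highest median depth of the cohort, and depth cannot be excluded as a source: drawing every site down to 20 reads, which gave -0.51 points for 8P and -1.68 points for 0P, leaves the expected mean as it is and could hardly have come out otherwise. Among libraries with under 8% of reads on the 100 most-read sites they gave -0.489 points for 8P and -1.69 points for 0P, but the difference of the changes was not tested within that type, where 3 epithelium libraries per diet are left. A biological hypothesis is that epithelium on more FA had already lost methylation, which may leave less to lose in polyps. Mean methylation in 8ND and 0ND of this cohort differed by -0.668 points, which did not pass 0.05 (exact permutation p = 0.0649). The pattern cannot be told apart from depth or from the number of reads on standards, and its size depends on the authors' adjustment.

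The 8ND library of mouse 1856 had 48630 sites with 20 or more reads, against 15893 to 21585 in the other 8ND libraries of the second cohort. Its label is written like those of the polyps. After all libraries were drawn down to the same total of 1774213 reads it had 17475 such sites against 14046 to 16164 in the other 8ND libraries, a smaller gap than at full depth. Depth alone does not account for its breadth: at 6876845 reads it had more such sites than the 8ND library of mouse 1848 in the first cohort, which had 23193 at 13319841 reads. Whether preparation together with the polyps affected its methylation cannot be told. On a scale from the mean of the other 8ND libraries at 0 to the 8P mean at 1 it lay at -3.79, but without it these groups differ by -0.283 points, which is within the spread between libraries (exact permutation p = 0.472). No biological explanation was tested.

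The adjustment factor was 1.97 in the 8ND library of mouse 1841 against at most 1.37 in the rest of its group, and 1.21 in the 0P library of mouse 1820 against at most 1.04. Mean methylation was 13.1% in 1 2ND library against 13.8% to 14.4% in the other 2ND mice. No explanation was tested for these 3 libraries.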

How the results depend on the processing

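The alternatives on library type, raw percentages and the logistic model were added after the files were seen; the others were set before the data were examined. The planned separation into repeat and unique sequences, and all alternatives for the genes of Table S1, were not run, because the genome used here is of another build than the sites.

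The share of sites called stayed within 1.5 times its value at the chosen settings in 99 alternatives over the 8 comparisons and did not in 14. Under Benjamini-Hochberg adjustment it was 0 in 5 comparisons (8ND and 2ND with 0ND in the first cohort, 8ND with 0ND in the second, 8P with 0P, 0P with 8ND), where 747, 951, 172, 579 and 231 sites had an unadjusted p under 0.05. It was 0.0201% for 8P and 8ND, 0.144% for 0P and 0ND and 2.51% for 8P and 0ND. A coverage minimum of 50 gave 2.79% for 8ND and 0ND of the first cohort. Raw percentages gave 0.989% for 2ND and 0ND. Epithelium of both cohorts gave 8.52% for 0P and 0ND and 4.89% for 0P and 8ND; these sets hold some mice more than once. Libraries with under 8% of reads on the 100 most-read sites gave 3.17% and 1.64% for the same comparisons. These sets also change the number of epithelium libraries from 6, to 11 and 12 with both cohorts and to 3 in the restricted sets. More libraries give more calls at a fixed p, so shares of these sets are not directly comparable. Other causes were not tested.

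The called sites were mostly hypomethylated in 7 of the 8 comparisons under every alternative run that called any site. For 8P and 0P the share was 34.4%, and raw percentages gave 69.5%. The logistic model lowered the share for 8ND and 0ND of the first cohort to 72.7%. Centring moved it from 89.3% to 78.5% for 0P and 0ND and from 80.5% to 68.8% for 8P and 0ND. Without the 8ND library of mouse 1856 it was 59.1% for 8P and 8ND.

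For mean methylation, pooled counts (raw, weighted by depth) reversed the difference to 0.95 points for 2ND and 0ND, 0.342 for 8P and 8ND, 0.409 for 0P and 0ND, -0.632 for 8P and 0P, 0.336 for 0P and 8ND and 0.0674 for 8P and 0ND, each with an exact permutation p above 0.4. The median over sites is near 0 in all libraries and carries little information: it gave -0.00229 for 2ND and 0ND, 0.08 for 8P and 8ND, 0 for 0P and 0ND and 0.09 for 8P and 0ND. Raw percentages gave -0.634 points for 8P and 0P, -0.589 for 2ND and 0ND (no longer past 0.05) and -1.09 for 8ND and 0ND of the second cohort (now past it). A minimum of 50 reads gave smaller differences for 8ND and 0ND, at -0.352 points in the first cohort (exact permutation p = 0.173) and -0.334 in the second (exact permutation p = 0.225). For 8P and 8ND it gave -0.184 points (exact permutation p = 0.523). The differences of 2ND, 0P and 8P from 0ND still passed 0.05 there, at -0.495, -1.20 and -0.926 points. A minimum of 10 reads brought 8ND and 0ND past 0.05 in both cohorts, at -0.895 and -0.789 points. Leaving out the 8ND library of mouse 1856 did so in the second cohort, at -0.841, and epithelium of both cohorts for 0P and 8ND, at -0.813. The set of both cohorts holds some mice more than once. The test treats those libraries as independent, so no conclusion is drawn from that pass. Leaving out each mouse in turn gave -0.972 to -0.625 points for 8ND and 0ND of the first cohort and a dose slope from -0.105 to -0.0584 points per mg, past 0.05 in 2 of 11 and 3 of 18 fits. For 2ND and 0ND it gave -0.928 to -0.577 points, past 0.05 in each of 12 fits.

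With the mouse as a replicate block, limma called 4.97% of sites for 8P and 8ND and 5.14% for 0P and 0ND, and the paired mean differences were -0.509 and -1.68 points.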

Differences from the paper's values

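The paper's values are for repeat and unique sequences separately; here its printed numbers of both classes in a figure were added, read to 2 digits, and set beside the values for all sites. The site sets differ.

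Between 8ND and 0ND of the first cohort 4.42% of sites were called, against the paper's about 9.2% in Fig. 5; none of the alternatives set before the data were examined closed the gap. Between 8P and 8ND it was 5.13% against the paper's about 7.9% in Fig. 8, and a minimum of 10 reads (5.62%), sites covered in at least 3 libraries per group (5.53%), limma (5.32%), exact tests (5.37%), epithelium of both cohorts (5.96%) and leaving out the 8ND library of mouse 1856 (6.58%) came within 1.5 times of it, while the other alternatives did not. Between 8P and 0P it was 2.56% against about 4.3% in Fig. 8, and of the alternatives sites covered in at least 3 libraries per group (3.56%) came within that range. Between 0P and 8ND it was 2.48% against about 3.8% in Fig. 9, with 2.84% at a minimum of 10 reads, 2.87% for sites covered in at least 3 libraries, 2.63% in limma, 2.91% in exact tests, 2.62% without the 8ND library of mouse 1856 and 4.89% with epithelium of both cohorts within it, and 3.24% in the logistic model, chosen after seeing the values. Between 8P and 0ND it was 9.62% against about 16% in Fig. 9, with 11.8% for epithelium of both cohorts within it.

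Of the sites called between 8P and 0P, 34.4% were hypomethylated, against about 65% in Fig. 8; sites covered in at least 3 libraries gave 46.6%, within 1.5 times of the paper's value, and raw percentages, chosen after seeing the values, gave 69.5%. Between 0P and 8ND 84.3% were hypomethylated against about 51% in Fig. 9; sites covered in at least 3 libraries gave 72.0%, and raw percentages, chosen after seeing the values, 62.2%.

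The paper's number of samples is 8 per group in Fig. 5, where 5 libraries of 0ND were analysed, and 12 per group of epithelium in Fig. 8, where 6 of 0ND and 6 of 8ND were analysed; with both cohorts there are 11 and 12.

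The paper states a larger effect at 8 mg FA than at 2 mg FA in Fig. 5. Over all sites 4.42% and 4.44% were called, and 4.44% and 3.88% over the sites compared for both doses. Raw percentages, chosen after the files were seen, gave 3.17% at 8 mg FA and 0.989% at 2 mg FA, a larger share at the higher dose. The paper states that 0P and 8ND differed without a strong bias in direction, where 177 sites were lower in 0P and 33 higher.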

Other observations

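The tests of direction and of the standards for 8P and 0P were chosen after those results were seen.

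Other divisions of the same libraries into groups of the same sizes were compared with the real groups. Of 100 divisions, the real one included, 1 gave as many called sites for 8ND and 0ND of the first cohort, 1 for 2ND and 0ND, 1 for 8P and 0P, 1 for 8P and 0ND, 2 for 0P and 8ND and 8 for 8ND and 0ND of the second cohort. Where polyps and epithelium share mice, only divisions that part the libraries of every mouse were used: 1 of 96 for 8P and 8ND and 1 of 32 for 0P and 0ND gave as many.

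In the second cohort 141 of 9666 sites (1.46%) were called between 8ND and 0ND, 127 of them lower in 8ND, and mean methylation differed by -0.668 points (exact permutation p = 0.0649). Dividing the same 12 libraries by library type called 122 sites, nearly as many as diet. Among the 3 libraries per group of one type the mean differed by -0.786 points, in a design that cannot pass 0.05 (exact permutation p = 0.3). Of 343 sites called in the first cohort and compared in both, 257 (74.9%) moved the same way in the second; a share of 0.0141 of 924 divisions of the second cohort's libraries did as well. Of the 5 sites named for the first cohort, the 4 compared in the second differed by -21.7 to -41.3 points there. Because 8 mice are in both cohorts, traits of single mice could give this too, and diet and mouse cannot be told apart here. In those 8 mice the second cohort's mean differed from the first's by -0.252 points (exact sign-flip permutation p = 0.414).

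The authors' adjustment was tested as a source of each difference in means by using the raw percentages. These gave -1.15 points for 8ND and 0ND and -0.589 for 2ND and 0ND in the first cohort, and in the second -1.09 for 8ND and 0ND, -0.619 for 8P and 8ND, -1.41 for 0P and 0ND and -2.01 for 8P and 0ND, all in the direction of the adjusted values. For 2ND and 0ND the raw difference no longer passed 0.05 (exact permutation p = 0.587) and 0.989% of sites were called in place of 4.44%. Whether that result passes therefore depends on the adjustment. The raw SD was 1.78 points in 2ND and 1.88 in 0ND, against 0.524 and 0.450 after the adjustment. With that spread, the lost pass cannot show that the adjustment made the difference. Between 8P and 0P the raw difference was -0.634 points, the opposite sign to the adjusted one. Between 0P and 8ND it shrank to -0.155 points, so these comparisons also depend on the adjustment. In the raw percentages 69.5% of the sites called between 8P and 0P were lower in 8P. The spiked standards, which were added to all libraries, were also lower in the raw values of 8P than of 0P, at a mean of 41.7% against 44.7% (a difference of -3.04 points, exact permutation p = 0.00524). A candidate explanation for the lower raw values in 8P is therefore a difference between libraries rather than between lesions. The raw standards were also higher in 0P than in 8ND, by 3.39 points (exact permutation p = 0.0281). They were higher in 0P than in 0ND by 1.76 points (exact permutation p = 0.0325). The small raw difference between 0P and 8ND has the same candidate explanation. In the remaining comparisons the exact permutation p of the raw standards was above 0.05. After the adjustment the standards differed little between 8P and 0P (0.0992 points, exact permutation p = 0.141), but the adjusted standards were higher in polyps than in epithelium, by 0.412 points for 8P and 8ND (exact permutation p = 0.0117), 0.475 for 0P and 0ND (exact permutation p = 0.00433) and 0.574 for 8P and 0ND (exact permutation p = 0.000583). That is the opposite direction to the difference at genomic sites in these 3 comparisons. In the first cohort the adjusted standards differed by -0.38 points between 8ND and 2ND (exact permutation p = 0.0105), the direction of the difference at genomic sites between those diets. In the other 4 comparisons with epithelium the exact permutation p of the adjusted standards was above 0.05.

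Every site was also drawn down to 20 reads. This leaves the expected mean as it is, so it does not bear on whether depth differences between groups matter. The differences were -0.81 and -0.706 points for 8ND and 2ND with 0ND in the first cohort, and in the second -0.654 for 8ND and 0ND, -0.51 for 8P and 8ND, -1.68 for 0P and 0ND, 0.264 for 8P and 0P, -0.765 for 0P and 8ND and -1.4 for 8P and 0ND. Library type was tested by keeping only libraries with under 8% of reads on the 100 most-read sites, which gave -0.489 points for 8P and 8ND, -1.69 for 0P and 0ND, -0.903 for 0P and 8ND and -1.32 for 8P and 0ND. That restriction does not match libraries on reads from standards. The 8ND libraries kept had 1020580 to 6135614 such reads beside 1774213 to 6876845 on sites. Median reads from standards were 5785848.5 in 0P and 1998874 in 8P, beside 4630591 and 9962939 on sites. Between polyps that share cannot be told apart from diet, and no restriction by it was run in the second cohort. Without the 8ND libraries with over 30% of reads on standards the first cohort's difference was -0.509 points, smaller than with them.

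Sites were also divided by their mean methylation, a division made after the data were seen. Between 8ND and 0ND of the first cohort the 1656 sites with a mean of 20% to 80% differed by -5.11 points (exact permutation p = 0.0216, and 0.0524 after Benjamini-Hochberg adjustment over 27 such tests, which does not pass 0.05), the 1067 sites over 80% by -2.75 points (exact permutation p = 0.0152, adjusted 0.0409) and the 10752 sites under 20% by 0.0945 points (exact permutation p = 0.526). Between 2ND and 0ND the adjusted values were 0.0315 at 20% to 80% (-4.08 points) and 0.0284 over 80% (-3.07 points), from exact permutation tests. On the raw percentages the exact permutation p of these 4 differences at 20% or more was 0.126 and 0.134 for 8ND and 0.597 and 0.273 for 2ND. In the second cohort the tests that passed 0.05 after adjustment were those over 80% for 8P and 8ND (-4.23 points, adjusted 0.0126), for 0P and 0ND (-5.14 points), for 0P and 8ND (-3.61 points, adjusted 0.039) and for 8P and 0ND (-5.59 points), those at 20% to 80% for 0P and 0ND (-9.69 points) and for 8P and 0ND (-7.85 points), and the one under 20% for 8P and 0ND, where methylation was higher in 8P (0.335 points, adjusted 0.0315), all by exact permutation. The raw exact permutation p was 0.00466 for 8P and 8ND over 80%, 0.00649 and 0.00433 for 0P and 0ND at 20% to 80% and over 80%, and 0.00117 for 8P and 0ND in both classes, but 0.173 for 0P and 8ND over 80% and 0.122 for 8P and 0ND under 20%. In all, 10 of the 27 tests passed, and these tests did not pair polyps with epithelium by mouse. A site near 0 cannot fall, so the lack of a loss under 20% is partly fixed by the measure, and no explanation was tested.

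One hypothesis was that sites lower in 0P than in 0ND are also lower in epithelium on more FA. It was tested between 8ND and 2ND of the first cohort, neither of which shares a mouse with 0P. At the 465 such sites the level relative to all sites was 42.7 ± 3.84 points in 8ND and 42.4 ± 2.58 points in 2ND, a difference of 0.265 points (exact permutation p = 0.883). No further loss from 2 to 8 mg FA was detected at these sites; a loss already present at 2 mg FA could not be seen in this comparison.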
